# Tumor suppressor BTG1 promotes PRMT1-mediated ATF4 function in response to cellular stress

**DOI:** 10.18632/oncotarget.6519

**Published:** 2015-12-09

**Authors:** Laurensia Yuniati, Laurens T. van der Meer, Esther Tijchon, Dorette van Ingen Schenau, Liesbeth van Emst, Marloes Levers, Sander A.L. Palit, Caroline Rodenbach, Geert Poelmans, Peter M. Hoogerbrugge, Jixiu Shan, Michael S. Kilberg, Blanca Scheijen, Frank N. van Leeuwen

**Keywords:** BTG1, leukemia, ATF4, cellular stress, PRMT1

## Abstract

Cancer cells are frequently exposed to physiological stress conditions such as hypoxia and nutrient limitation. Escape from stress-induced apoptosis is one of the mechanisms used by malignant cells to survive unfavorable conditions. *B-cell Translocation Gene 1* (*BTG1*) is a tumor suppressor that is frequently deleted in acute lymphoblastic leukemia and recurrently mutated in diffuse large B cell lymphoma. Moreover, low BTG1 expression levels have been linked to poor outcome in several solid tumors. How loss of BTG1 function contributes to tumor progression is not well understood. Here, using *Btg1* knockout mice, we demonstrate that loss of *Btg1* provides a survival advantage to primary mouse embryonic fibroblasts (MEFs) under stress conditions. This pro-survival effect involves regulation of Activating Transcription Factor 4 (ATF4), a key mediator of cellular stress responses. We show that BTG1 interacts with ATF4 and positively modulates its activity by recruiting the protein arginine methyl transferase PRMT1 to methylate ATF4 on arginine residue 239. We further extend these findings to B-cell progenitors, by showing that loss of Btg1 expression enhances stress adaptation of mouse bone marrow-derived B cell progenitors. In conclusion, we have identified the BTG1/PRMT1 complex as a new modifier of ATF4 mediated stress responses.

## INTRODUCTION

During cancer progression, tumor cells are exposed to physiological stresses, such as hypoxia and nutrient limitation, either as a result of aberrant proliferation or chemotherapy intervention [1]. Depending on the cell type as well as the intensity or duration of stress, tumor cells will either employ survival mechanisms or initiate programmed cell death. Activating Transcription Factor 4 (ATF4) is a master regulator of the stress response pathway that is activated upon micro-environmental stresses including ER stress, amino acid limitation, fluctuations in nutrient availability, hypoxia and oxidative stress [2–8]. In general, stressed cells turn on the amino acid response (AAR) (triggered by amino acid limitation) or the unfolded protein response (UPR) (triggered by endoplasmic reticulum (ER) stress) by activating GCN2 or PERK protein kinases, respectively. The phosphorylation events mediated by these kinases repress global protein synthesis but paradoxically increase the translation of a subset of mRNAs, including that of ATF4 [2, 3, 9]. This member of the basic-region leucine zipper (bZIP) transcription factor family both directly and indirectly promotes the expression of hundreds of genes involved in metabolism, protein synthesis and nutrient homeostasis. ATF4 targets also include genes that promote apoptosis (e.g., *DDIT3, TRB3*) [2, 10], which allows ATF4 to establish a tight balance between salvage and cell death, depending on the ability of the cells to adapt to environmental challenges. Consequently, ATF4-mediated stress responses govern metabolic and oxidative adaptation in various cell types such as neurons, osteoblasts, hepatocytes and hematopoietic stem cells [6, 11–13]. Moreover, this pathway is deregulated in a variety of cancers, including fibrosarcoma, neuroblastoma, multiple myeloma and breast cancer, which allows cancer cells to sustain growth under unfavorable circumstances [14–17].

The B-cell Translocation Gene 1 (*BTG1*) belongs to the BTG/Tob anti-proliferation gene family [18, 19]. The protein product expressed by the *BTG1* gene is broadly expressed and regulates various biological and cellular processes including cell cycle regulation, control of proliferation and differentiation, induction of apoptosis, transcriptional activation, and regulation of mRNA stability [19–22]. BTG1 has no intrinsic catalytic activity but rather acts as an adaptor protein for other regulatory molecules. For instance, BTG1 was shown to act as a transcriptional co-regulator by interacting with and recruiting protein arginine methyltransferase 1 (PRMT1) to transcription factor complexes [23]. We and others have shown that *BTG1* is affected by monoallelic deletion in about 9% of childhood pre-B acute lymphoblastic leukemia (B-ALL) cases [24, 25], and that existing or novel *BTG1* copy number aberrations can be detected at relapse [26, 27]. In addition, *BTG1* is among recurrently mutated genes detected in B-cell lymphoma samples [28, 29]. Furthermore, low *BTG1* mRNA expression is associated with poor outcome or tumor metastasis in several solid tumors [30–35]. How tumor cells benefit from loss of BTG1 function remains to be elucidated.

Given the fact that the expression of *BTG1*, and its closest family member *BTG2*, are increased by a wide range of stress-inducing stimuli, such as chemotherapeutic compounds and genotoxic agents [36, 37], we hypothesized that both proteins may act to modulate cellular stress response pathways. In this report, we investigated the involvement of BTG1 and BTG2 in regulating ATF4, a critical regulator of the integrated stress response both in normal and cancer cells [8, 9, 14, 38, 39]. We demonstrate that loss of BTG1, but not BTG2, protects cells from cellular stress-mediated apoptosis by reducing PRMT1-mediated arginine methylation of ATF4.

## RESULTS

### Loss of BTG1 promotes survival in response to cellular stress

*BTG/TOB* family members have been implicated in the inhibition of cell growth and the induction of apoptosis in a variety of model systems [19, 40–45]. Here, we applied a range of compounds to induce ATF4-mediated cellular stress responses (drug-induced ER stress, amino acid limitation and nutrient depletion) and found the *Btg1* mRNA to be upregulated in mouse embryonic fibroblasts (MEFs) in response to these stressors (Figure 1A). In contrast, the *Btg2* transcript remained unaffected under these conditions. To establish a role for BTG1 in the ATF4 stress response pathway, we challenged primary MEFs deficient for *Btg1* or *Btg2* with amino acid and nutrient limitation as well as ER stress-inducing compounds. We quantified cell viability before and after stress treatment using an MTT-based viability assay, and the percentage of cell survival was calculated relative to untreated cells (set to 100%). There was no significant difference in the growth properties between cells derived from each genotype under normal conditions (data not shown). We observed that while *Btg2* knockout cells cope with stress similarly to wild-type (WT) cells, loss of *Btg1* provides a significant survival benefit (Figure 1B). By measuring the amount of lactate dehydrogenase (LDH) released into medium, as a measure of cell death, we confirmed that *Btg1* knockout cells are more resistant to cellular stress in comparison to WT cells (Supplementary Figure S1). In tunicamycin treated cells, this increase in survival reflects reduced induction of apoptosis, as indicated by the amount of cleaved PARP protein (Figure 1C). From these experiments, we conclude that, at least in this particular cell type, loss of BTG1, but not BTG2, enhances cellular survival to ATF4-inducing cellular stressors.

**Figure 1:**
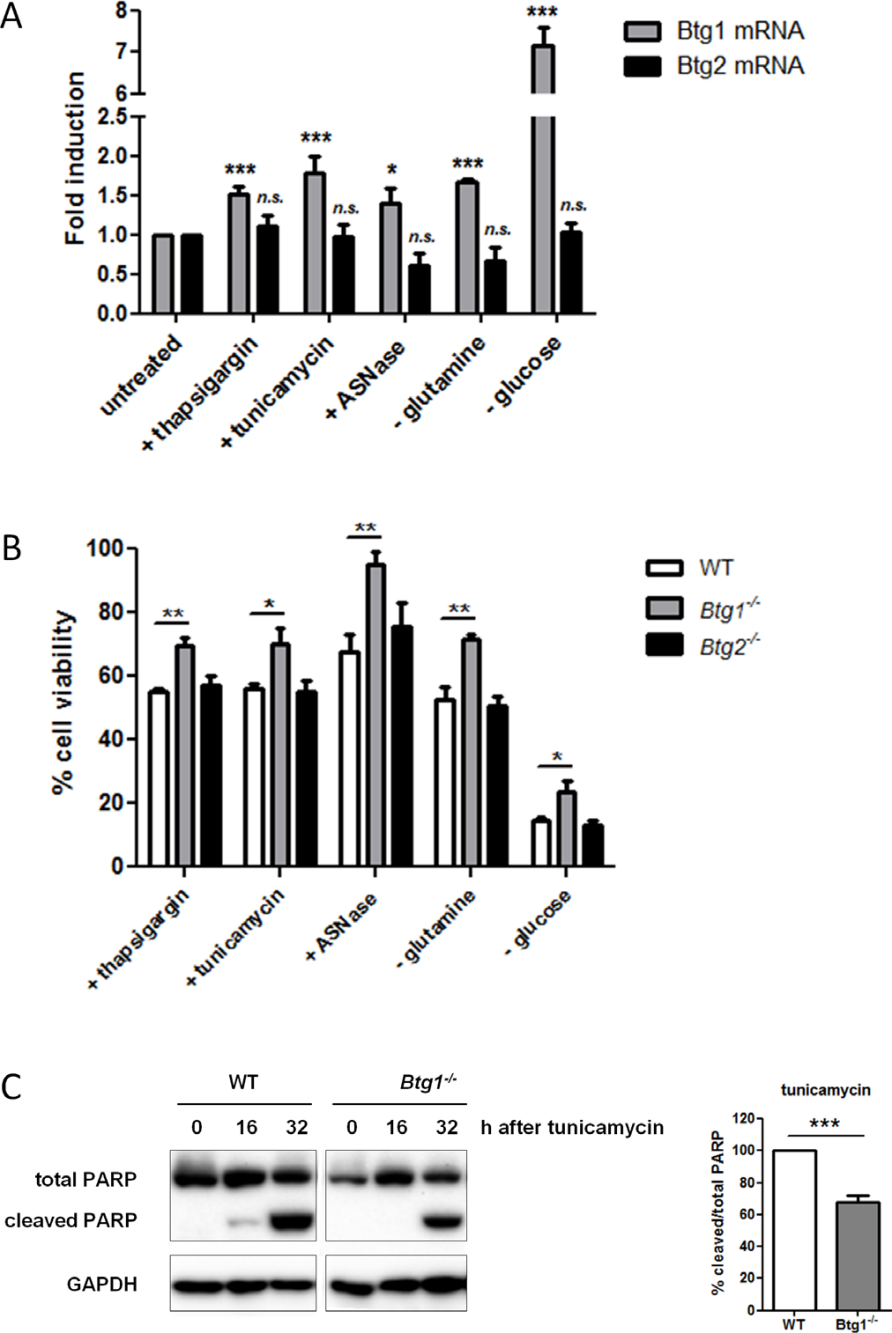
BTG1 affects cellular responses to stress (**A**) *Btg1* mRNA is upregulated in response to various stress stimuli. WT MEFs were treated with various stressors and mRNA levels of *Btg1* and *Btg2* relative to untreated cells are shown. Bars represent average data from four independent experiments ± SEM. (**B**) BTG1, but not BTG2 expression, is required for survival under cellular stress conditions. WT, *Btg1*^−/−^ and *Btg2*^−/−^ MEFs were challenged with ER stress-inducing drugs (thapsigargin, tunicamycin), glucose depletion, and amino acid limitation (glutamine starvation, Asparaginase (ASNase)). Metabolic activity was determined by MTS assay and cell survival relative to untreated cells (set at 100%) is shown. Bars represent average data from four independent experiments ± SEM. (**C**) Loss of BTG1 protects cells from stress-induced apoptosis. WT and *Btg1*^−/−^ MEFs were stressed with tunicamycin and apoptosis was measured by western blot for cleaved PARP protein. Bars represent average data from three independent experiments ± SEM. *P*-values are indicated with ***P < 0.001, **P < 0.01 and *P < 0.05 (two-tailed *t*-test).

### BTG1 positively regulates the activity of transcription factor ATF4

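Mouse embryonic fibroblasts (MEFs), connective tissue cells grown from dissected embryos, were taken from wild type (WT) mice and from mice lacking *Btg1*, and each genotype was left untreated or kept for 16 hours in medium without glutamine. RNA of 8 samples, 2 in each of these 4 groups, was hybridised to Illumina MouseRef-8 v2 bead arrays, which carry probes for most mouse genes. The *Btg1* transcript measured 11.20 ± 0.04 (SD, n = 2) on the log2 scale in untreated WT cells and 9.26 ± 0.14 (SD, n = 2) in untreated *Btg1*-/- cells. The difference was -1.94 without starvation (standard error 0.10, adjusted p = 5.5e-05 from limma) and -1.97 with it (standard error 0.10, adjusted p = 4.6e-05 from limma). The place of the probe relative to the deleted part of the gene is not given in the sources used here. *Eif2s3y*, a gene of the Y chromosome, measured 9.81 and 9.49 in WT replicate 2 before and after starvation and 1.94 to 3.25 on the other 6 arrays. The median of 9 macrophage markers was 8.22 and 7.57 in *Btg1*-/- replicate 1, 6.39 and 6.24 in *Btg1*-/- replicate 2, and 5.10 to 6.56 on the WT arrays. The authors normalized the arrays together with the Robust Microarray Analysis (RMA) method and deposited 1 log2 value per named gene and array. Of 18132 named rows, the 12691 whose mean reached 3 in at least 1 group were tested, after the background level of the methods. The median value of an array was 3.78 to 3.81 before this filter, and replicates of a group correlated across genes with r of 0.984 to 0.988. Differences between group means were tested with limma, with 1 estimate of the spread from all 8 arrays, and adjusted by the Benjamini-Hochberg method. The methods' rule of a fold change (FC) of at least 3 was applied beside it, without a test. The sample descriptions call the 2 replicates of a group biological duplicates, and with Y-linked transcripts in only 1 of them the WT replicates did not come from a single embryo, while the embryos behind the *Btg1*-/- replicates are not given in the sources used here.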

To examine how the presence or absence of BTG1 affects cellular stress responses, we performed gene expression analyses comparing WT and *Btg1*^−/−^ MEFs subjected to glutamine starvation. We chose glutamine deprivation for these analyses since glutamine limitation is a physiological stressor known to activate ATF4 and frequently encountered by aberrantly proliferating cancer cells [46–48]. 

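Genes of cell division and of sterol synthesis were lower after glutamine starvation in both genotypes. The methods give heat-inactivated serum for the usual medium and dialyzed serum for the glutamine-free one. An effect of the serum therefore cannot be told apart from that of glutamine here. Of 30 measured genes of mitosis, 29 fell in WT cells and 26 in *Btg1*-/- cells (30 and 28 adjusted over the list alone), with median log2 fold changes of -1.77 and -1.70. *Plk1*, a kinase that drives entry into mitosis, went from 11.56 ± 0.02 (SD, n = 2) to 9.20 ± 0.22 (SD, n = 2) in WT cells and from 10.82 ± 0.29 (SD, n = 2) to 8.48 ± 0.13 (SD, n = 2) in *Btg1*-/- cells. Of 20 genes of cholesterol synthesis, 16 fell in WT and 17 in *Btg1*-/- cells (18 and 17 adjusted over the list alone). Among them, *Stard4*, a sterol carrier, changed by -2.76 and -2.29 (standard error 0.18 each). Of 13 contractile and TGF-β responsive genes, 11 fell in each genotype (12 and 11 adjusted over the list alone). *Mylk*, the myosin light chain kinase, fell by 3.23 and by 2.78 on the log2 scale. Of 25 genes of DNA replication 14 fell in WT and 13 in *Btg1*-/- cells (16 and 14 adjusted over the list alone). Of 18 genes of chaperones and protein degradation of the endoplasmic reticulum (ER) 10 and 8 fell (10 and 9). Of 26 genes of the extracellular matrix 15 and 9 fell (17 and 12), and of 10 genes of fatty acid synthesis 7 and 4 (8 and 5). The ER list also held 1 gene that rose, *Dnajb9*, a co-chaperone, by 1.14 in WT and by 0.60 in *Btg1*-/- cells.
Other lists rose. Of 19 genes of autophagy and the lysosome, 10 rose in WT and 7 in *Btg1*-/- cells (11 and 7 adjusted over the list alone), with *Sqstm1*, which carries cargo to autophagosomes, at 2.59 and 2.16 (standard error 0.12 each). Of 17 targets of NRF2, the regulator of the oxidative stress response, 9 and 7 rose (9 and 8 adjusted over the list alone), and *Hmox1*, which degrades heme, changed by 2.14 and 1.79. *Gadd45a*, a growth arrest gene, had an FC of 24.5 in WT and 9.29 in *Btg1*-/- cells. Camera, the set test of limma, called each of these lists in both genotypes with a preset correlation of 0.01. None held otherwise: adjusted p = 0.171 to 0.257 in WT and 0.186 to 0.278 in *Btg1*-/- cells with an estimated correlation. That setting rests on 4 residual degrees of freedom, so a list that it does not call is not thereby shown to be unchanged.
In all, 1667 genes rose and 1471 fell in WT cells at an adjusted p under 0.05 from limma, and 1071 rose and 919 fell in *Btg1*-/- cells. Of these, 929 rose in both genotypes and 819 fell in both, where independent lists of these sizes would share 141 and 107, and 1 gene went in opposite directions. By the FC rule alone, 216 genes rose and 331 fell in WT cells, and 109 and 165 in *Btg1*-/- cells. The *Btg1*-/- count of 274 by this rule was 421 without the second untreated *Btg1*-/- array and 159 when each replicate pair had to pass. The WT count of 3138 was 2085 without the first untreated WT array and 1833 without the first starved WT array. The *Btg1*-/- count of 1990 was 1006 and 1093 without the first and the second starved *Btg1*-/- array.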

Using the Ingenuity software package (IPA) (see Materials and Methods), we identified transcriptional regulators that were either activated or inhibited during this nutrient limitation in both WT and *Btg1*^−/−^ cells (Table 1). This analysis confirmed that ATF4 is among the top transcription regulators activated by glutamine deprivation. 

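Known targets of ATF4, the transcription factor of the amino acid response, rose in WT cells on 3 lists that were fixed from general knowledge of the pathway, with 7 of their 34 measured members also in Table 2. Of 18 stress regulators, 16 rose and none fell (16 adjusted over the list alone), with a median log2 fold change of 1.54. *Ddit3*, which encodes the pro-apoptotic factor CHOP, went from 8.34 ± 0.43 (SD, n = 2) to 12.61 ± 0.05 (SD, n = 2), and *Trib3*, a pseudokinase that binds ATF4, from 5.57 ± 0.67 (SD, n = 2) to 8.81 ± 0.01 (SD, n = 2). Of 9 genes of amino acid synthesis, 6 rose (7 adjusted over the list alone), with a median of 0.83. *Shmt2*, a mitochondrial enzyme of serine metabolism, changed by 1.37 (standard error 0.14, adjusted p = 0.000159 from limma). Of 7 amino acid transporters, 6 rose (6 adjusted over the list alone), with a median of 1.83. *Slc1a5*, the main glutamine importer, changed by 1.83 (standard error 0.37, adjusted p = 0.00539 from limma). Of 20 cytosolic aminoacyl-tRNA synthetases, several of which ATF4 induces, 11 rose and 1 fell (11 and 1 adjusted over the list alone), and *Sars*, the seryl-tRNA synthetase, had an FC of 3.52. In *Btg1*-/- cells 15, 6 and 5 members of the 3 lists rose (17, 8 and 5 adjusted over the list alone), as did 9 of the synthetases (13 adjusted over the list alone). For the 3 lists together camera gave p = 3.1e-19 in WT and 6.7e-20 in *Btg1*-/- cells, and p = 0.0349 and 0.0330 with an estimated correlation. For each list alone adjusted p = 0.171 to 0.180 in WT and 0.188 to 0.223 in *Btg1*-/- cells with an estimated correlation.
Among the genes that Table 1 gives for ATF4 in WT cells, all 20 passed an FC of 3 in WT cells, with 16 higher and 4 lower by limma, and 12 of them also did in *Btg1*-/- cells. Of the genes given for ATF4 in *Btg1*-/- cells, 13 of 13 passed it there and 12 of 13 in WT cells. *Lgals3*, galectin 3, rose by 2.24 in WT and by 1.51 in *Btg1*-/- cells, and *Pmp22*, a myelin protein, fell by 1.96 and by 1.04. All genes given for MYC, SMAD7, NUPR1 and KDM5B in WT cells passed it there. By limma at an adjusted p under 0.05, 11 of 45 rose and 34 fell for MYC, 3 of 16 and 13 for SMAD7, 16 of 37 and 21 for NUPR1, and 3 of 18 and 14 for KDM5B, where 1 gene was not called. The study chose these lists on these arrays, so they are not independent evidence of a direction. The Ingenuity Knowledge Base, from which its Z-scores come, was not used here.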

We subsequently examined whether ATF4-mediated gene expression was different between the two genotypes, by comparing the fold induction of ATF4 target genes following glutamine starvation in WT versus *Btg1* knockout cells. Using predefined criteria (see Materials and Methods; fold change (FC) ≥ |3|), we identified twelve regulated genes (Table 2). 

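Each of the 12 genes passed an FC of 3 in both genotypes and an adjusted p under 0.05 from limma in both. *Atf3*, a transcription factor induced by stress, had an FC of 25.8 in WT and 15.9 in *Btg1*-/- cells, and *Ddit3* one of 19.3 and 7.72. The FC of *Areg*, a ligand of the EGF receptor, was 10.8 and 6.51, and that of *Mt2*, a metal-binding protein, 9.84 and 5.10. *Fgf21*, a hormone of the fasting response, had an FC of 9.72 and 4.60, *Trib3* (*Trb3*) one of 9.44 and 6.47, and *Ppp1r15a*, which directs dephosphorylation of eIF2α, one of 7.20 and 4.69. *Ndrg1*, a stress gene, had an FC of 6.59 and 4.45 under its current name, and a second row under the older name NDRL had 7.59 and 5.56. *Slc6a9*, a glycine transporter, had 5.94 and 3.71, *Ptx3*, a secreted pattern receptor, 4.49 in both, and *Stc2*, a secreted glycoprotein, 5.47 and 6.91. *Tnfsf11*, which encodes RANKL, was the 1 gene that fell, by 2.97 in WT and by 1.93 in *Btg1*-/- cells on the log2 scale. The log2 fold changes had standard errors of 0.19 for *Areg* to 0.59 for *Atf3*. *Atf3* was close to the background level of 3 in untreated cells, at 3.53 ± 1.54 (SD, n = 2) in WT and 3.38 ± 0.34 (SD, n = 2) in *Btg1*-/- cells, and so was *Fgf21*, at 3.15 ± 0.97 (SD, n = 2) and 4.37 ± 0.80 (SD, n = 2). The FC of these 2 genes rests on those low values.

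**Figure D1:**
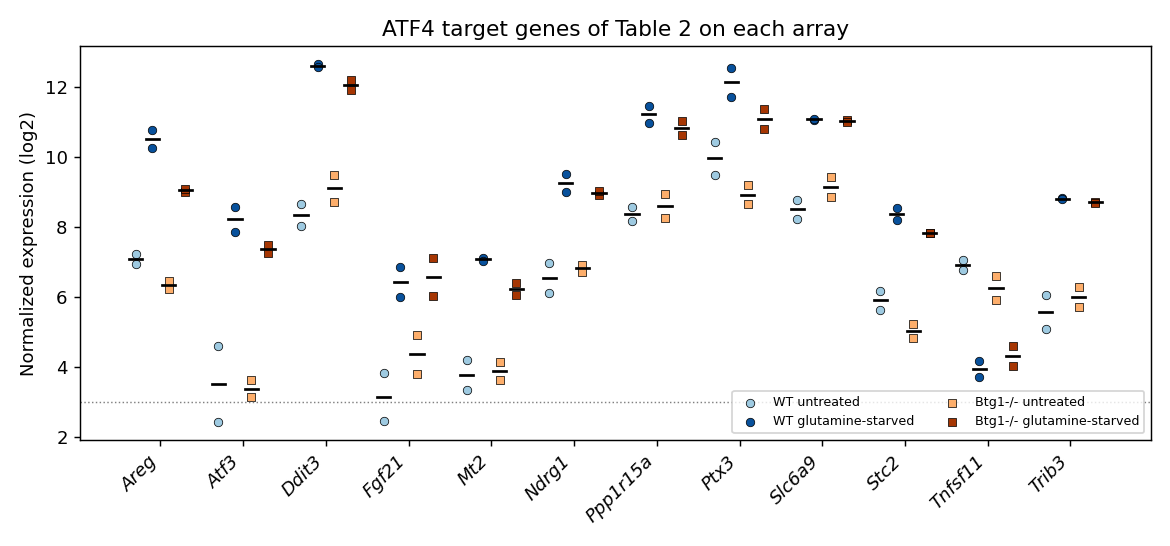
Normalized expression on the log2 scale of the 12 genes on each of the 8 arrays. Each point is 1 array, each short line the mean of the 2 arrays of a group, and the dotted line the background level of 3, and *Ddit3* lay on average at 8.34 in untreated WT, 9.10 in untreated *Btg1*-/-, 12.61 in starved WT and 12.05 in starved *Btg1*-/- cells.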

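The response of a gene to starvation was compared between the genotypes as the log2 fold change in *Btg1*-/- cells minus that in WT cells. For *Ddit3* this difference was -1.32 (standard error 0.36, 95% interval -2.12 to -0.52, unadjusted p = 0.00461 from limma). For *Areg* it was -0.73 (standard error 0.26, unadjusted p = 0.0218 from limma) and for *Slc6a9* -0.68 (standard error 0.29, unadjusted p = 0.0413 from limma). *Fgf21* differed by -1.08 (standard error 0.81), *Mt2* by -0.95 (0.49), *Atf3* by -0.70 (0.83), *Ppp1r15a* by -0.62 (0.36) and *Trib3* by -0.54 (0.42). *Ndrg1* differed by -0.56 (0.38), and by -0.45 (0.46) in the row under its older name. *Tnfsf11*, which fell with starvation, differed by 1.04 (0.49), *Stc2* by 0.34 (0.34), and *Ptx3* by -0.00 (0.49), with a response of 2.17 in both genotypes. By sign alone 11 of the 12 responses were smaller in size in *Btg1*-/- cells, among them *Ptx3* with no difference at 2 decimals and *Atf3* with one below its standard error, and *Stc2* had a larger one. At a p under 0.05 from limma 0 of the 12 differed when adjusted over the list alone, with 0.0553 for *Ddit3* as the smallest, and 3 did unadjusted. The study chose the list on these arrays, so this is not independent evidence.
Levels without starvation entered the comparison. Of *Atf3*, *Ddit3*, *Fgf21*, *Ndrg1*, *Ppp1r15a*, *Slc6a9* and *Trib3*, 6 measured higher in untreated *Btg1*-/- than in untreated WT cells and 6 lower in starved *Btg1*-/- than in starved WT cells. *Ddit3* differed by 0.76 untreated and by -0.56 starved, *Fgf21* by 1.22 and 0.14, and *Slc6a9* by 0.64 and -0.04. None of these differences in level passed an adjusted p of 0.05 from limma, where *Ddit3* had 0.166 and 0.307. After starvation *Areg* was lower in *Btg1*-/- cells by -1.46 (standard error 0.19, adjusted p = 0.0101 from limma). Over all 12691 genes, limma called 0 differences in response, with 815 at an unadjusted p under 0.05 and a smallest adjusted p of 0.232. With the replicate number as a block within each genotype, limma called 3. A t-test per gene, which the paper names for its data in general and not for the arrays, gave 803 unadjusted and 0 after Benjamini-Hochberg adjustment. In simulated data of this design, 22 of 50 responses that differed by 2 on the log2 scale were recovered, and 14 of 50 that differed by 1.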

By including only genes with established prediction state (activated or inhibited), we found that seven out of twelve ATF4 target genes, regulated by glutamine limitation, were selectively lower expressed in *Btg1*^−/−^ MEFs (Table 3). We replicated and validated these findings by real-time quantitative PCR (qPCR) and found that for at least five ATF4 target genes (*Ddit3, Atf3, Trb3, Ppp1r15a, Ndrg1*), upregulation by glutamine deprivation was significantly suppressed in *Btg1* knockout cells in comparison to WT cells (Figure 2A). Moreover, the attenuated response of these genes was specific to the stress treatment, since the expression of these genes under non-starved conditions was comparable between WT and *Btg1*^−/−^ cells, except for *Ddit3*, which showed a modest increase in basal expression in the knockout setting (data not shown). Importantly, *Atf4* mRNA induction following glutamine starvation was not affected by loss of BTG1 protein expression, suggesting that ATF4 activity rather than expression is subject to regulation by BTG1 (Figure 2B). For two of these targets (*Ddit3* and *Atf3*), we confirmed at the protein level that loss of BTG1 protein expression suppresses the extent of induction in response to glutamine starvation (Figure 2C). To demonstrate that loss of BTG1 reduces the ability of ATF4 to activate these target genes, chromatin immunoprecipitation (ChIP) assays were performed, comparing lysates from primary WT and *Btg1*^−/−^ MEFs subjected to glutamine starvation. Consistent with a role for BTG1 in the regulation of ATF4 activity, we observed a decrease in ATF4 binding to the promoter regions of *Ddit3* and *Atf3*, and to a lesser extent to the promoter of *Fgf21*, in the *Btg1*^−/−^ MEFs relative to WT controls (Figure 2D). Together, these experiments demonstrate that BTG1 affects cellular responses to stress, by positively regulating a subset of ATF4 target genes at the transcriptional level.

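On the arrays, 27 of 34 measured ATF4 targets on the 3 fixed lists had a smaller log2 fold change in *Btg1*-/- than in WT cells, and the median difference in response was -0.23. For the 18 stress regulators the median was -0.33, for the 7 amino acid transporters -0.23 and for the 9 genes of amino acid synthesis -0.18. At an adjusted p under 0.05 from limma 0 of the 34 passed over all genes or adjusted over the 34 alone, and 2 stress regulators passed when adjusted over their list of 18 alone, *Ddit3* and *Nupr1*. *Nupr1*, a stress-induced chromatin protein, was named after its values were seen, and its difference was -0.73 (standard error 0.20). Among the transporters, *Slc1a5* differed by -1.05 (standard error 0.52) and *Slc7a3*, a carrier of cationic amino acids, by -0.75 (standard error 0.47). Camera gave p = 1.3e-05 for the 34 genes, and p = 0.202 with an estimated correlation. For the stress regulators adjusted p = 0.00133, and 0.630 with an estimated correlation, and for the transporters 0.0427 and 0.706. Camera did not call the genes of amino acid synthesis (adjusted p = 0.230). Without the 7 members that Table 2 holds, the 27 others had a median of -0.20 (p = 3.0e-04, and p = 0.198 with an estimated correlation). Camera compares a list with all other genes, including those that do not respond. In data simulated with every *Btg1*-/- response at 0.75 of that in WT cells, it called the listed targets in 20 of 20 runs. Its calls therefore cannot part ATF4 targets from responsive genes in general, of which 78.5% had a smaller response in *Btg1*-/- cells. From the fold changes on the arrays, together with qPCR, protein and ChIP measurements that are not analysed here, the paper concludes that BTG1 positively regulates part of the ATF4 targets at the level of transcription.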

**Table 1:** Ingenuity upstream regulator analysis of the transcription factors regulating the expression of the genes that we found to be differentially expressed after glutamine starvation in WT and *Btg1*^−/−^ MEFs

WT MEFs			
Transcription regulator	Regulated genes	Predicted activation state (Z-score)*	*P*-value**
ATF4	*Areg, Atf3, Ccl2, Ddit3, Fgf21, Gch1, Lgals3, Mt2a, Ndrg1, Nid2, Pmp22, Ppp1r15a, Ptx3, Sars, Slc1a5, Slc6a9, Slc7a3, Stc2, Tnfsf11, Trib3*	2,509 (activated)	1.00E–14
NUPR1	*Adm, Areg, Aspm, Atf3, Atp8b1, Bub1b, C9orf91, Cdca3, Cenpi, Ckap2l, Col3a1, Cxadr, Ddit3, Dhcr24, Eno2, Fam83g, Gadd45a, Gch1, Gpr1, Gsta4, Hdac8, Hist1h2ag, Hist1h2ah, Il13ra1, Kif11, Kif23, Kif2c, Lmnb1, Myh10, Ndrg1, Nupr1, Plk1, Pmp22, Ppp1r15a, Spc24, Tmem136, Trib3*	4,014 (activated)	4.62E–14
KDM5B	*Bub1b, Ccne1, Cdca3, Ddit3, Dhcr24, Dlgap5, Fabp5, Gadd45a, Gal, Gjb2, Insig1, Kif2c, Mcam, Ncaph, Nedd9, Pbk, Smox, Top2a*	4,111 (activated)	1.06E–12
MYC	*Acta1, Adm, Anxa6, Aqp1, Birc5, Bub1b, Ccne1, Ccne2, Cd274, Cdc20, Chka, Col15a1, Col2a1, Col3a1, Cryab, Ddb2, Ddit3, Fabp5, Fads2, Fam129a, Fgf5, Fos, Foxm1, Gadd45a, Gamt, H19, Hmox1, Id2, Idh2, Iqgap2, Lum, Lxn, Ndrg1, Peg3, Plau, Plk1, Pmp22, Ppp1r15a, Rrm2, Sfrp1, Slc1a5, St3gal1, Thbs1, Tnfsf11, Vldlr*	−2,607 (inhibited)	2.53E–11
SMAD7	*Areg, Ccl2, Ccne1, Col2a1, Col3a1, Fst, Gadd45a, Hmox1, Itgbl1, Ltbp2, Nid2, Sema3f, Tagln, Tgfb2, Tgfb3, Vdr*	2,353 (activated)	3.36E–10

*Btg1*^−/−^ MEFs			
Transcription regulator	Regulated genes	Predicted activation state (Z-score)*	*P*-value**
NUPR1	*Areg, As3mt, Atf3, Aurka, C9orf91, Cdca3, Ckap2l, Cxadr, Ddit3, Dhcr24, Espl1, Fam83g, Gadd45a, Gpr1, Hist1h2ag, Hist1h2ah, Kif11, Kif23, Kif2c, Lmnb1, Ndrg1, Plk1, Ppp1r15a, Spc24, Trib3, Uprt*	3,806 (activated)	3.20E–14
KDM5B	*Aurka, Cdca3, Ddit3, Dhcr24, Dlgap5, Gadd45a, Gjb2, Insig1, Kif2c, Mcam, Ncaph, Pbk, Top2a*	3,591 (activated)	9.53E–12
ATF4	*Areg, Atf3, Ddit3, Fgf21, Mt2a, Ndrg1, Ppp1r15a, Ptx3, Slc6a9, Stc2, Tnfrsf11a, Tnfsf11, Trib3*	2,376 (activated)	1.19E–11
TP53	*Areg, Atf3, Aurka, Birc5, Bok, Ccne2, Cdc20, Chst12, Cxcl1, Cyp51a1, Ddit3, Dhcr24, Dlgap5, Espl1, Foxm1, Gadd45a, Hmox1, Kcnj4, Kif23, Mcam, Melk, Mis18bp1, Ncaph, Ndrg1, Pbk, Plau, Plk1, Ppp1r15a, Rad51ap1, Rrm2, Stard4, Top2a, Trib3*	2,473 (activated)	3.02E–09
CTNNB1	*Aoc3, Birc5, Bmp4, Ccne2, Cyp51a1, Eno3, Gjb2, Grem1, Kif23, Lck, Mylk, Phlda2, Plau, Plk1, Prss35, Sfrp1, Sqstm1, Tgfb3, Tnfsf11, Wnt4*	−2,023 (inhibited)	2.38E–08

* Z-score is calculated based on how many times the expression direction of the differentially expressed genes matches the expression direction that has been proven to be caused by that transcriptional regulator according to the Ingenuity Knowledge Base. It is calculated with a formula reflecting the ‘significant pattern match’ of expression up/down regulation, and significance is generally attributed to Z-scores ≥ 2 (‘activated’ transcriptional regulator) or ≤ −2 (‘inhibited’ transcriptional regulator).

** This *P*-value indicates whether there is a statistically significant overlap between the differentially expressed genes and the genes of which the expression is known to be regulated by a given transcription factor according to the Ingenuity Knowledge Base, which is based on information from the published literature as well as many other sources, including gene expression and gene annotation databases (*http://www.ingenuity.com*). It is calculated with the Fisher's exact test, and significance is generally attributed to *P*-values < 0.01.

The top five transcription factors that have a predicted activation or inhibition state with a Z-score ≥ |2| are shown.

**Table 2:** ATF4 target genes regulated in response to glutamine starvation in WT and *Btg1*^−/−^ MEFs

Genes	Prediction	FC WT	FC*Btg1*^−/−^
*Areg*	Affected	10,777	6,514
*Atf3*	Activated	25,831	15,950
*Ddit3*	Activated	19,262	7,715
*Fgf21*	Activated	9,716	4,596
*Mt2*	Affected	9,836	5,096
*Ndrg1*	Activated	7,593	5,557
*Ppp1r15a*	Activated	7,201	4,689
*Ptx3*	Activated	4,493	4,489
*Slc6a9*	Activated	5,943	3,709
*Stc2*	Affected	5,465	6,912
*Tnfsf11*	Affected	−7,817	−3,804
*Trb3*	Activated	9,441	6,473

Abbreviations: FC = fold change. Prediction is based on whether the expression of the Atf4 target gene is upregulated or downregulated according to the literature (i.e., whether Atf4 is predicted to be activated or inhibited).

**Figure 2:**
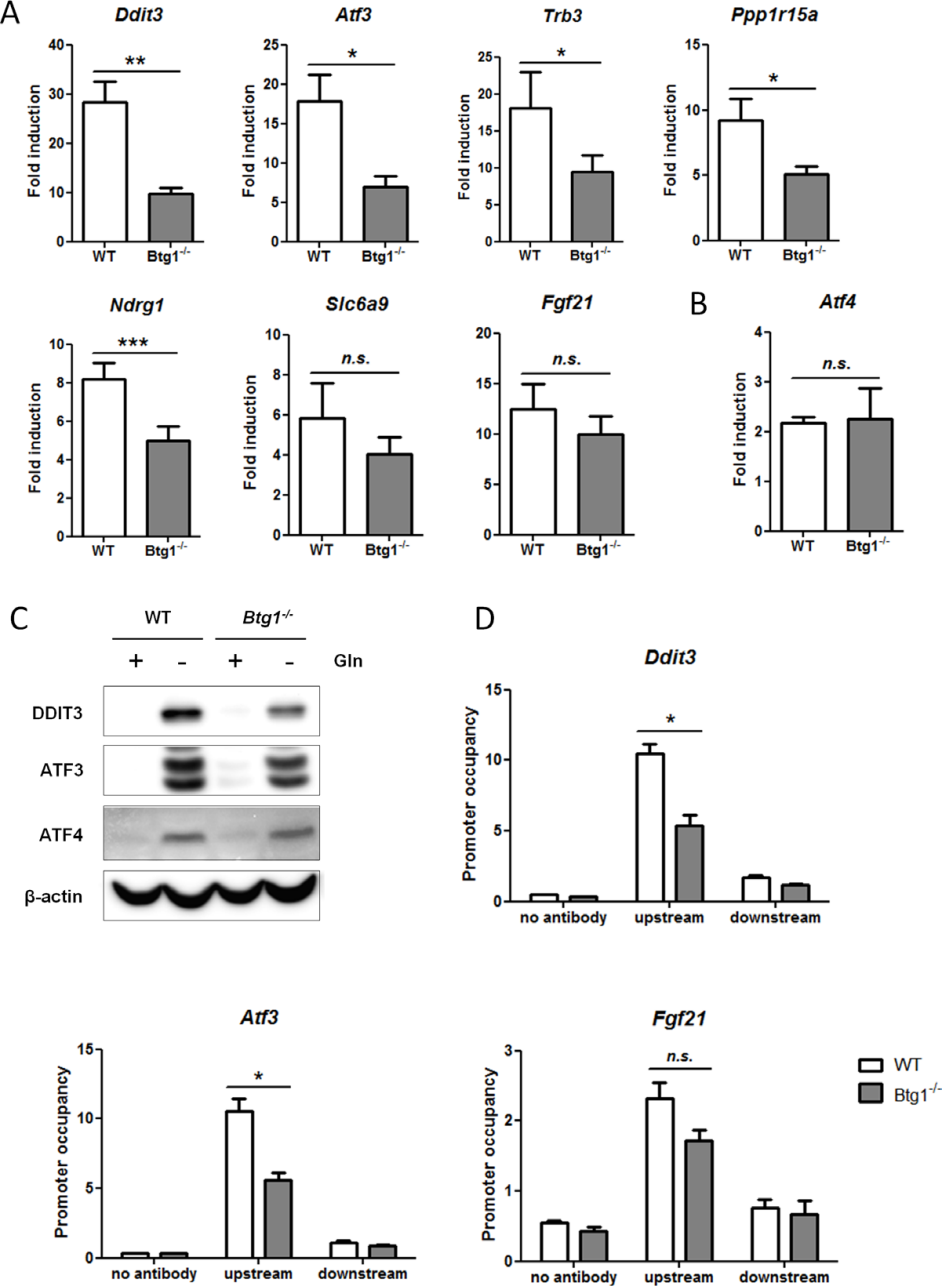
Loss of BTG1 negatively affects ATF4-mediated gene expression (**A**) Reduced expression of ATF4 target genes in *Btg1*^−/−^ cells upon glutamine depletion. WT and *Btg1*^−/−^ MEFs were stressed with glutamine starvation for 16 hours and qPCR was performed to measure the expression level of the seven ATF4 targets identified by gene expression analysis (Table 3). Data is presented as fold induction of mRNA (expression level of untreated samples were set to 1). Bars represent average data from four independent experiments ± SEM. *P*-values are indicated with ***P < 0.001, **P < 0.01 and *P < 0.05 (two-tailed paired *t*-test). (**B**) The expression level of Atf4 itself is not affected by the absence of Btg1. (**C**) The expression of ATF4 target genes in *Btg1*^−/−^ cells is also attenuated at protein level. Western blot shows the protein expression of two ATF4 targets following glutamine starvation. (**D**) ATF4 occupancy on target gene promoters is affected by loss of BTG1. WT and *Btg1*^−/−^ MEFs were stressed by glutamine starvation for 16 hours and ChIP was performed using an ATF4 antibody to determine ATF4 binding on the promoters of *Ddit3*, *Atf3* and *Fgf21*. IP without antibody served as negative control. For each target gene, qPCR was performed using primers which recognize the ATF4 binding site (upstream) and a control region around 1.5 kb further (downstream). Bars represent average data from three independent experiments ± SEM. *P*-values are indicated with *P < 0.05 (two-tailed paired *t*-test).

### ATF4 is a substrate for PRMT1-mediated methylation

To further explore how BTG1 controls ATF4 activity, we performed co-immunoprecipitation (co-IP) assays from HEK293 cells made to co-express recombinant (FLAG-tagged)-BTG1 and (HA-tagged)-ATF4, showing that BTG1 complexes with ATF4 (Figure 3A). Since BTG1 has no known enzymatic function, we hypothesized that there may be an additional co-factor in the BTG1-ATF4 complex that modulates ATF4 activity in a BTG1 dependent manner. p300 and pCAF are two known activators of ATF4 [49, 50]. By co-IP assays in HEK293, we determined whether the interaction between ATF4 and either p300 or pCAF was affected upon co-expression of BTG1, but no differences were observed (data not shown). Another candidate cofactor is PRMT1, a known binding partner for BTG1 [23, 51]. PRMT1 induces protein arginine methylation, a post-translational modification involved in the regulation of transcription factor activity [52, 53]. Co-IP assays from primary MEFs confirmed that endogenous PRMT1 and ATF4 are in a complex, which appears to be dependent on the presence of BTG1 (Figure 3B). To complement these findings, we re-expressed BTG1 in Btg1^−/−^ MEFs confirming that BTG1 expression is indispensable for the binding between ATF4 and PRMT1 (Supplementary Figure S2).

**Figure 3:**
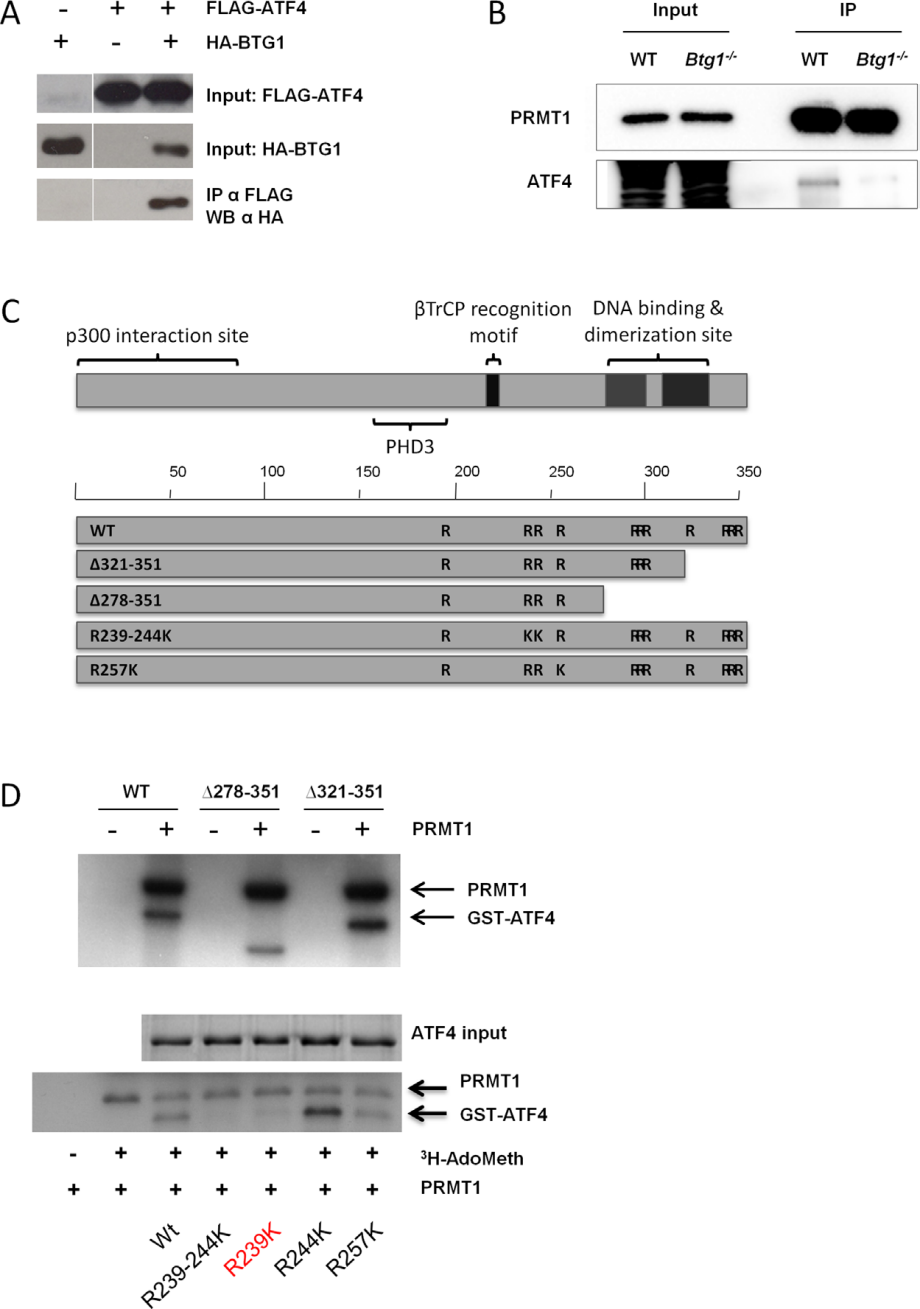
BTG1 facilitates PRMT1 binding to and methylation of ATF4 (**A**) BTG1 binds to ATF4. HEK293 cells were transfected with expression plasmids encoding HA-ATF4 and FLAG-BTG1 and treated for 24 hrs with 5 μM of the proteasome inhibitor MG132. Protein lysates were generated and subjected to immunoprecipitation (IP) with FLAG antibody (Ab). Immunoblot demonstrates expression of BTG1 using a FLAG-Ab. (**B**) PRMT1 binds to ATF4 in a BTG1-dependent manner. WT and *Btg1*^−/−^ MEFs were treated with glutamine starvation for 16 h. Protein lysates were generated and subjected to IP with PRMT1 Ab. Immunoblot demonstrates expression of ATF4. (**C**) Mapping of arginine residues found in ATF4. (**D**) ATF4 is methylated by PRMT1 at amino acid (aa) residue 239. GST-purified ATF4 WT and various ATF4 deletion mutants (top panel) and arginine mutants (bottom panel) were subjected to *in vitro* methylation assays together with purified PRMT1 and S-adenosyl methionine as a methyl donor. Proteins were resolved by SDS-PAGE, stained with Coomassie blue (ATF4 input), dried and analyzed by autofluorography. Mutation of arginine 239 abolishes methylation of ATF4.

To further analyze if and how BTG1-dependent binding of PRMT1 to ATF4 modulates its function, we deleted one or more arginine residues present in ATF4 to locate potential arginine residue(s) targeted by PRMT1-mediated methylation (Figure 3C). We cloned ATF4 WT and ATF4 arginine mutants into expression plasmids and purified these proteins by their GST tags. By *in vitro* methylation assays combining purified ATF4, purified PRMT1 and ^35^S-adenosylmethionine as a methyl donor, we demonstrated that ATF4 is indeed methylated by PRMT1 (Figure 3D, top panel). While the deletion mutants did not show impaired methylation, we identified arginine residue 239 as the most prominent arginine methylated site in ATF4 (Figure 3D, bottom panel). We conclude from these experiments that BTG1 promotes PRMT1-mediated arginine methylation of ATF4.

### PRMT1-mediated methylation potentiates ATF4 transcriptional activity

To establish if and how ATF4 methylation by PRMT1 affects its transcriptional activity, we complemented SV40 immortalized *Atf4*^−/−^ MEFs with human wild type *ATF4 (ATF4-WT*) or methylation mutant *ATF4-R239K*. As a negative control, an empty vector was introduced into these *Atf4* knockout MEFs. Both *ATF4-WT* and *ATF4-R239K* were expressed at comparable levels as shown by qPCR (Supplementary Figure S3A), although expression levels were approximately half of that of endogenous *ATF4* present in WT cells (data not shown). Immunoprecipitations revealed that the expression and stability of both proteins was comparable (Figure 4A). Subsequently, qPCR was performed in these *ATF4*-complemented MEFs to determine the transcript levels of seven ATF4 target genes listed in Table 3. Using this system, complementation of *ATF4-WT* and *ATF4-R239K* was sufficient to upregulate the expression of *Trb3, Fgf21* and *Slc6a9*, but the extent of upregulation was significantly reduced for all three target genes when the R293K mutant was used (Figure 4B). *ATF4* complementation did not affect target gene regulation of the four other *ATF4* target genes (*Ddit3, Atf3, Ndrg1, Ppp1r15a*), suggesting that these genes are not exclusively dependent on ATF4 function in this immortalized model cell line (Supplementary Figure S3B). To further assess the contribution of PRMT1-mediated methylation to ATF4 function, we inhibited PRMT1 activity with a specific molecular inhibitor, AMI-1 [54]. We applied this methyl transferase inhibitor to WT MEFs and determined by Western blotting that induction of at least two ATF4 targets, DDIT3 and ATF3, was repressed upon glutamine deprivation, while expression of ATF4 protein remained unaffected (Figure 4C). These findings indicate that arginine methylation of ATF4 by PRMT1 enhances its activity towards a selective set of target genes.

**Figure 4:**
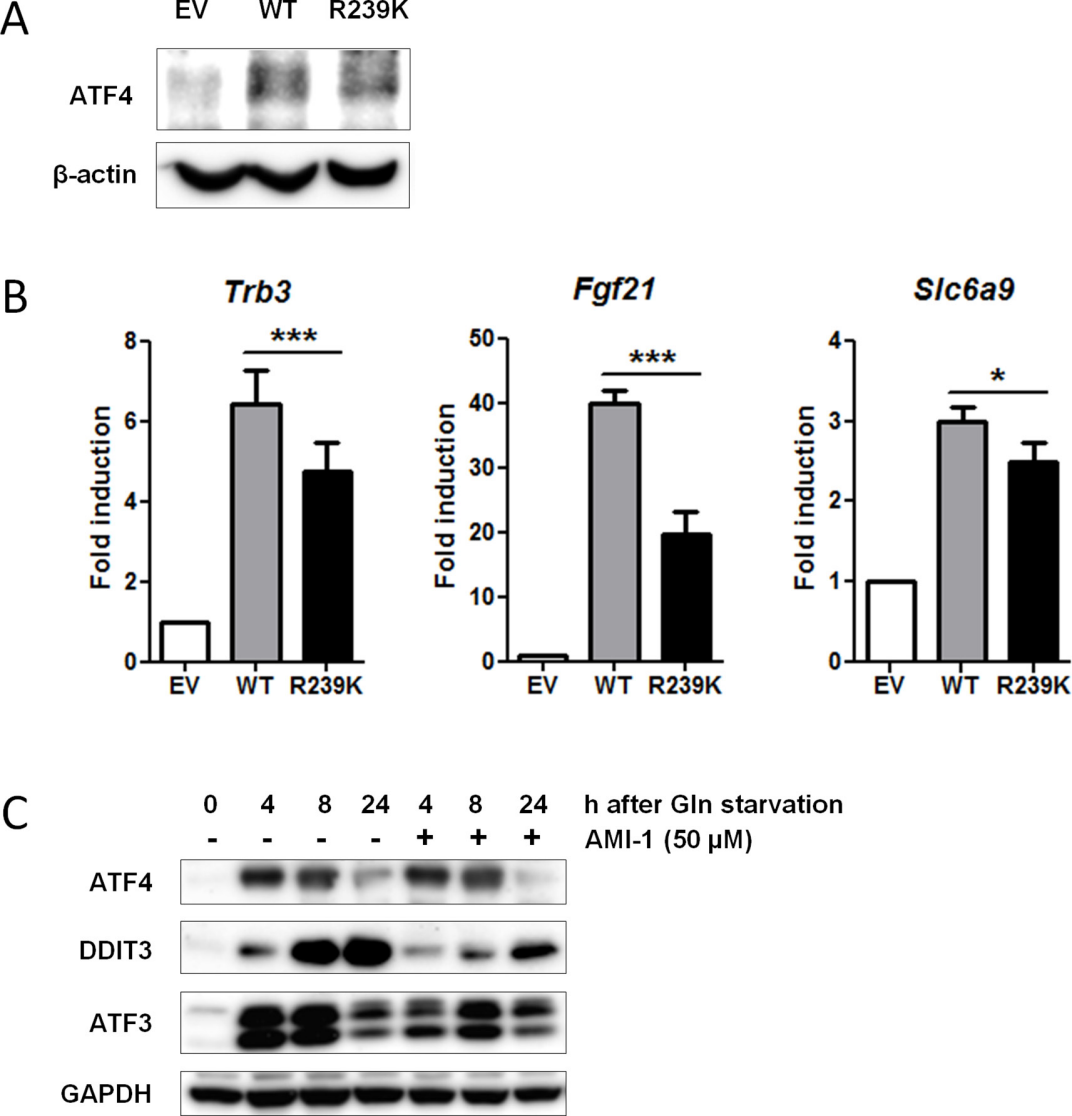
Loss of PRMT1-mediated methylation at residue R239 attenuates ATF4 function (**A**) Both WT and ATF4-R239K are equally expressed. Non-methylated ATF4-R239K was generated by overlap extension PCR (see Materials and Methods). WT and ATF4-R239K as well as an empty vector (EV) were retrovirally transduced into immortalized *Atf4*^−/−^ MEFs. Protein lysates were generated and subjected to IP with ATF4Ab. Immunoblot demonstrates expression of ATF4. β-actin levels were used as a loading control. (**B**) ATF4 methylation potentiates its activity. EV, *ATF4-WT* and *ATF4-R239K* complemented MEFs were subjected to qPCR to determine expression of ATF4 targets identified by gene expression analysis (Table 3). Data are presented as fold induction of mRNA (expression level of untreated EV MEFs were set to 1). Bars represent average data from four independent experiments ± SEM. *P*-values are indicated with ***P < 0.001, **P < 0.01 and *P < 0.05 (two-tailed paired *t*-test). (**C**) WT MEFs were treated with 50 μM AMI-1 in the presence and absence of glutamine and western blot was performed for several ATF4 targets. GAPDH levels were used as a loading control.

**Table 3:** ATF4 target genes differentially activated under glutamine starvation in WT versus *Btg1*^−/−^ MEFs

Genes	FC WT	FC*Btg1^−/−^*
*Atf3*	25,831	15,950
*Ddit3*	19,262	7,715
*Fgf21*	9,716	4,596
*Ndrg1*	7,593	5,557
*Ppp1r15a*	7,201	4,689
*Slc6a9*	5,943	3,709
*Trb3*	9,441	6,473

Abbreviations: FC = fold change; Atf3 = Activating transcription factor 3; Ddit3 = DNA damage-inducible transcript 3; Fgf21 = Fibroblast growth factor 21; Ndrg1 = N-Myc downstream regulated 1; Ppp1r15a = Protein phosphatase 1, regulatory subunit 15A; Slc6a9 = Solute carrier family 6 (neurotransmitter transporter, glycine), member 9; Trb3 = Tribbles pseudokinase 3.

### BTG1 and ATF4 are components of the cellular stress response in bone marrow-derived B cell progenitors

As our results demonstrate that BTG1 and ATF4 are important players in cellular stress adaptation in MEFs, we speculated that a similar mechanism takes place in other cell types. Since *BTG1* is frequently deleted in B cell progenitor-ALL, we investigated the involvement of BTG1 and ATF4 in cellular stress adaptation of CD19 positive mouse B-cell progenitors isolated from bone marrow. Due to unavailability of medium lacking of glutamine for growing bone marrow cells, we exposed the cells to Asparaginase (ASNase), a cornerstone drug in the treatment of ALL patients. ASNase acts by depleting asparagine from the blood, causing amino acid limitation in lymphocytes as well as leukemic blasts, which are uniquely sensitive to this drug as they lack the ability to synthesize asparagine. Similar to glutamine starvation, ASNase-induced asparagine depletion is known to activate ATF4 in an AAR-dependent manner [55]. Consistent with a role for BTG1 in modulating ATF4-mediated stress responses, we observed that *Btg1* mRNA was upregulated five-fold by ASNase treatment in these B-cell progenitors (Figure 5A). Moreover, we observed similar regulation of *BTG1* mRNA levels in human peripheral blood mononuclear cells (PBMCs) as well as leukemia cell lines treated with various stress-inducing agents (Supplementary Figure S4). Analogous to what we observed in the MEFs, B-cell progenitors derived from *Btg1* knockout mice showed a 20% increase in survival in comparison to WT cells in response to asparagine depletion (Figure 5B). We conclude from these experiments that, across different cell lineages, tumor suppressor BTG1 acts as an enhancer of ATF4 mediated stress responses, while a loss of BTG1 function promotes cellular survival in response to nutrient stress.

**Figure 5:**
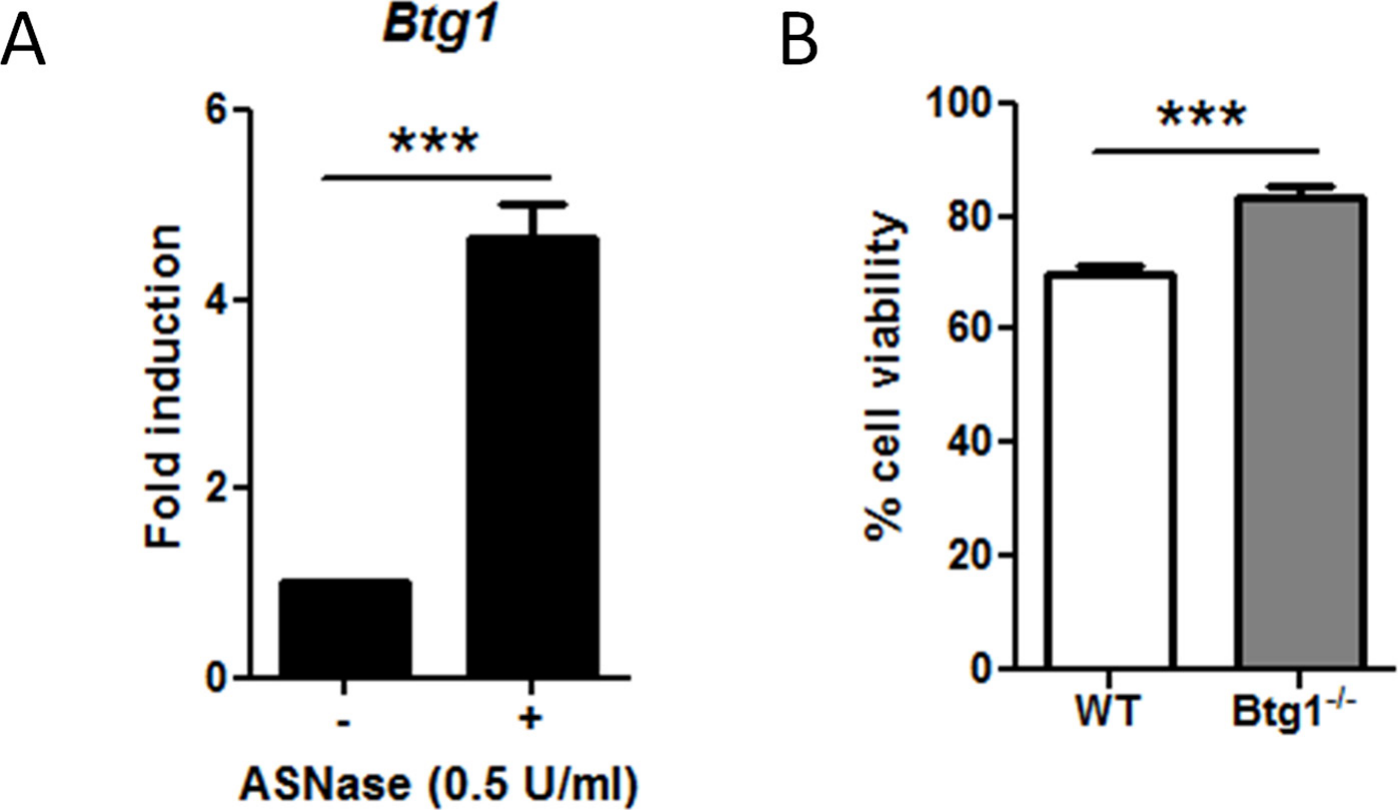
The absence of *Btg1* expression in mouse bone marrow-derived B-cell progenitors enhances cell survival in ASNase-treated cells (**A**) *Btg1* expression is upregulated upon ASNase treatment. WT CD19-positive bone marrow cells were treated with 0.5 U/ml ASNase for 48 h. *Btg1* mRNA levels were measured by qPCR and the relative expression compared to untreated cells (set to 1) is shown. Bars represent average data from four independent experiments ± SEM. (**B**) WT and *Btg1*^−/−^ CD19-positive bone marrow cells were treated with 0.5 U/ml ASNase for 48 h. The metabolic activity of the cells was measured by MTS assay and the relative cell survival compared to untreated cells (set as 100%) is shown. Bars represent average data from six independent experiments ± SEM. *p*-values are indicated with ***P < 0.001 (two-tailed *t*-test).

## DISCUSSION

*BTG1* is one of the genes recurrently affected by deletion or mutation in ALL or B-cell lymphoma cases, respectively [24, 25, 28, 29]. Furthermore, *BTG1* mRNA is downregulated in several solid tumors, including thyroid, lung, nasopharyngeal and breast cancer, while decreased expression is correlated with poor overall survival or increased cellular invasion [30–34]. While there is ample data to support the notion that BTG1 is a negative regulator of proliferation in tumor cells [19, 40–42], it remains unclear how *BTG1* deficiency contributes to tumorigenesis. Using primary cells (MEFs, progenitor B cells) derived from *Btg1*^−/−^ mice, we demonstrate that loss of *Btg1* is sufficient to promote adaptation and survival under drug-induced ER stress, nutrient starvation and amino acid limitation. Although BTG2 is highly similar to BTG1, both in structure and function [18], BTG2 expression or regulation does not appear to affect the response to these cellular stresses in our models. 

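Over the 1126 genes with an average response of at least 2-fold in the 2 genotypes, 499 higher and 627 lower, 78.5% had a smaller response in *Btg1*-/- than in WT cells. The median difference, signed by the direction of the response, was -0.37 ± 0.04 (SD over the 4 combinations of 1 WT and 1 *Btg1*-/- replicate) on the log2 scale. These combinations share replicates and join arrays by replicate number, so the SD is not one of independent values. With 1 array left out at a time the median was -0.45 to -0.28. On all arrays it was -0.36 over the genes that rose and -0.38 over those that fell. Signed in the same way, *Btg1*-/- minus WT had a median of 0.11 in untreated and -0.24 in starved cells. Levels without starvation thus also entered the smaller response. Of 13 contractile and TGF-β responsive genes the median difference was 0.33, towards a smaller fall in *Btg1*-/- cells. On this list 2 passed when adjusted over the list alone, *Acta2* and *Tagln*. *Tagln*, an actin-binding protein, differed by 0.73 (standard error 0.18). *Acta2*, smooth muscle actin, differed by 0.66 (standard error 0.13) and was named after its values were seen. Of 30 genes of mitosis, 15 differences lay above and 15 below 0, which leaves open whether the response of this list was smaller. For 26 genes of the extracellular matrix the median was 0.22, and *Col3a1*, a fibrillar collagen, differed by 1.10 (standard error 0.37). Of 15 chemokines and cytokines that respond to NF-κB, *Ccl2*, which Table 1 gives for ATF4 in WT cells, fell by 2.83 in WT and by 0.95 in *Btg1*-/- cells. Its difference of 1.88 (standard error 0.26) had an adjusted p of 0.232 from limma, the smallest among all genes and shared with 1 unnamed locus. Camera called these 3 lists with adjusted p of 1.5e-05, 6.4e-06 and 0.00538, and called none of them otherwise, with adjusted p = 0.337, 0.630 and 0.337 with an estimated correlation. The listed ATF4 targets had a median difference of -0.23, against -0.28 (95% range -0.40 to -0.16) for random lists of genes of like response and expression. They stood at percentile 79.9 of those lists, and at 5.97 to 97.9 over the 4 combinations of replicates, so the arrays do not settle their place. The percentile was 6.58 without the second untreated *Btg1*-/- array and 22.8 without the first untreated WT array. The median of -0.37 was computed again without WT replicate 2, which carried Y-linked transcripts, and was -0.49, and without *Btg1*-/- replicate 1, with the highest macrophage transcripts, it was -0.29.

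**Figure D2:**
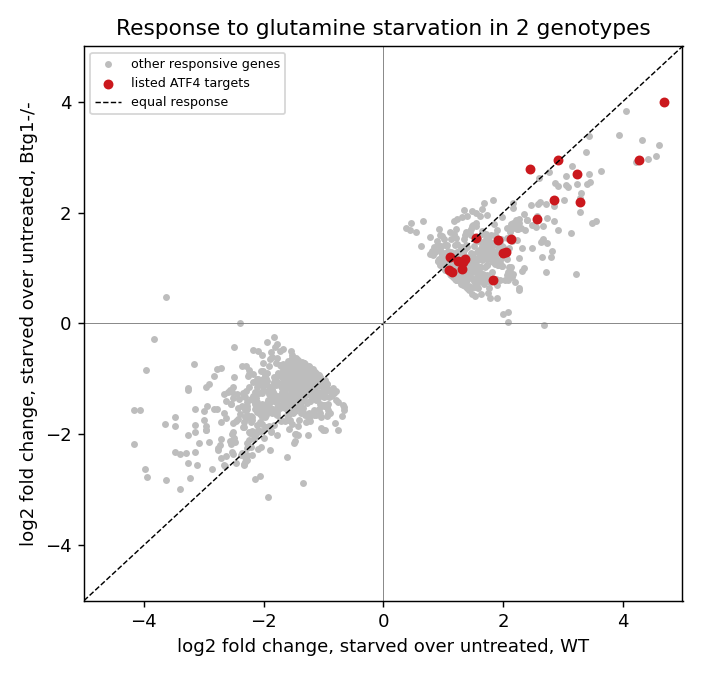
Log2 fold change after glutamine starvation in WT cells (horizontal axis) and in *Btg1*-/- cells (vertical axis) for the 1126 responsive genes, each point a gene and each value a difference of means of 2 arrays. Listed ATF4 targets are drawn in red and other genes in grey, and the dashed line marks an equal response.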

By analyzing gene expression in response to glutamine starvation, we identified ATF4 as the main transcription factor negatively affected by loss of BTG1 function. Glutamine is a major source of energy and an important metabolite for proliferating cells (e.g., fibroblasts, lymphocytes and enterocytes), and in addition to glucose metabolism, glutamine consumption is frequently elevated in rapidly growing tumor cells [46–48, 56]. Glutamine limitation increases ATF4 protein translation via the GCN2-eIF2α pathway [14, 15, 57]. 

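Some listed ATF4 targets, chosen after their values were seen, had differences in response close to 0. *Slc7a11*, the cystine importer, had an FC of 7.53 in WT and 7.76 in *Btg1*-/- MEFs, a difference of 0.04 on the log2 scale (standard error 0.38). *Slc3a2*, its partner chain, differed by 0.00 (standard error 0.32). *Asns*, which makes asparagine from glutamine and is a textbook ATF4 target, had an FC of 2.39 and 2.19, a difference of -0.13 (standard error 0.18), and *Psat1*, of serine synthesis, differed by 0.08 (standard error 0.13). No target on the lists differed when adjusted over all genes, though *Ddit3* and *Nupr1* did when adjusted over the stress regulators alone. The arrays alone therefore do not part the whole list into genes that differ and genes that do not.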

Intriguingly, we observed that in our experimental model, only a subset of ATF4 target genes was dependent on BTG1 function. It is known that different subsets of ATF4 targets are activated in response to different types of stress stimuli [3]. Together, our results suggest a unique role for BTG1 in regulating the specificity of ATF4 target gene activation during nutrient deprivation.

More specifically, our results indicate that BTG1 dictates ATF4 function and specificity under nutrient limiting conditions, by controlling recruitment of ATF4 to the promoter of its target genes. This regulation is most likely achieved through BTG1 interacting with the arginine methyl transferase PRMT1. The BTG1-PRMT1 complex has previously been shown to mediate arginine methylation-mediated signaling events as well as differentiation [23, 36]. We demonstrate that PRMT1 binds to ATF4 in a BTG1-dependent manner and that PRMT1 methylates ATF4 *in vitro*. Although arginine 239 is the major target for PRMT1 activity, there may be additional arginine methylation sites in ATF4, since mutation in this residue does not completely abolish methylation of ATF4. Experiments using *Atf4*-deficient MEFs, complemented with either recombinant *ATF4-WT* or the hypo-methylated *ATF4-R239K*, revealed subgroups of ATF4 targets that are either critically dependent on ATF4 or require a threshold level of this transcription factor. In this system, we observed such a dependence for three ATF4 target genes *(Trb3, Fgf21, Slc6a9)*, and for each of these three genes, induction by ATF4 was less prominent in cells expressing ATF4-R239K. Similarly, pharmacological inhibition of PRMT1 negatively affects protein expression of ATF4 targets, underscoring an important role for PRMT1 in the regulation of stress-mediated gene expression.

We also established that *Btg1* deficiency promotes cellular stress adaptation to the protein drug ASNase in mouse bone marrow-derived B cell progenitors. Importantly, availability of asparagine is sufficient to overcome apoptosis induced by glutamine deficiency in tumor cells, implying that intracellular asparagine levels are critical determinants of the adaptive stress response in other malignancies as well [60]. As leukemic blasts frequently experience nutrient limitation (as in the case of ASNase administration), our findings suggests that cells lacking BTG1 may dampen ATF4-mediated stress responses, preventing the induction of apoptosis. Hence, we hypothesize that loss of BTG1 function, as it occurs during leukemic transformation, may provide leukemic blasts with a survival advantage, particularly when challenged with chemotherapy. Although the presence of *BTG1* deletions at diagnosis in most patient subgroups does not associate with unfavorable prognosis in pediatric B-ALL patients [61], the fact that clones carrying *BTG1* microdeletions are frequently preserved and arise *de novo* at relapse implies that such clones may show increased resistance to chemotherapy [26, 27]. There is growing evidence that cellular stress response pathways are exploited by tumor cells to sustain growth under unfavorable conditions or to resist therapy-induced apoptosis [62, 63]. Moreover, it was reported recently that the UPR arm of the ATF4 signaling cascade plays a key role in maintaining the cellular integrity of hematopoietic stem cells exposed to ER stress, by enabling these cells to either resolve stress or initiate apoptosis [13].

Although several studies reported upregulation of ATF4 to be advantageous for tumor cells under unfavorable conditions [14, 38, 64], ATF4-mediated survival appears to be determined by both the level of ATF4 expression as well as the specificity of target genes activated by ATF4 [2, 15]. The fact that we see increased survival in *Btg1* knockout cells under cellular stress conditions, whilst ATF4 activity is dampened, should be seen in this context. The subset of ATF4 targets affected by *Btg1* loss is either implicated in the induction of apoptosis or stress-induced growth arrest. For instance, DDIT3 (C/EBP homology protein (CHOP)) and ATF3 are markedly upregulated in response to ATF4 activation, particularly under prolonged stress conditions, which eventually leads to cell death in normal as well as cancer cells [2, 39, 65, 66]. Similarly, TRB3 was shown to be responsible for neuroblastoma cell death upon glutamine starvation [10, 15, 65]. PPP1R15A is the mouse homolog of GADD34 (Growth Arrest and DNA Damage-Inducible 34), which is induced by ER stress, nutrient deprivation as well as other stress signals, leading to the induction of apoptosis [65, 67]. NDRG1 plays a role in stress-induced growth arrest and is required for p53-mediated apoptosis [68]. Therefore, we postulate that reduced activation of these ATF4 target genes, as observed in the *Btg1* knockout cells, improves adaptation to cellular stress by avoiding cell death. Overall, our findings identify BTG1 and PRMT1 as novel determinants of ATF4-mediated cellular stress responses (Figure 6). However, it remains to be investigated to what extent stress-induced apoptosis or salvage mechanisms are affected in tumors that show loss of BTG1 function.

**Figure 6:**
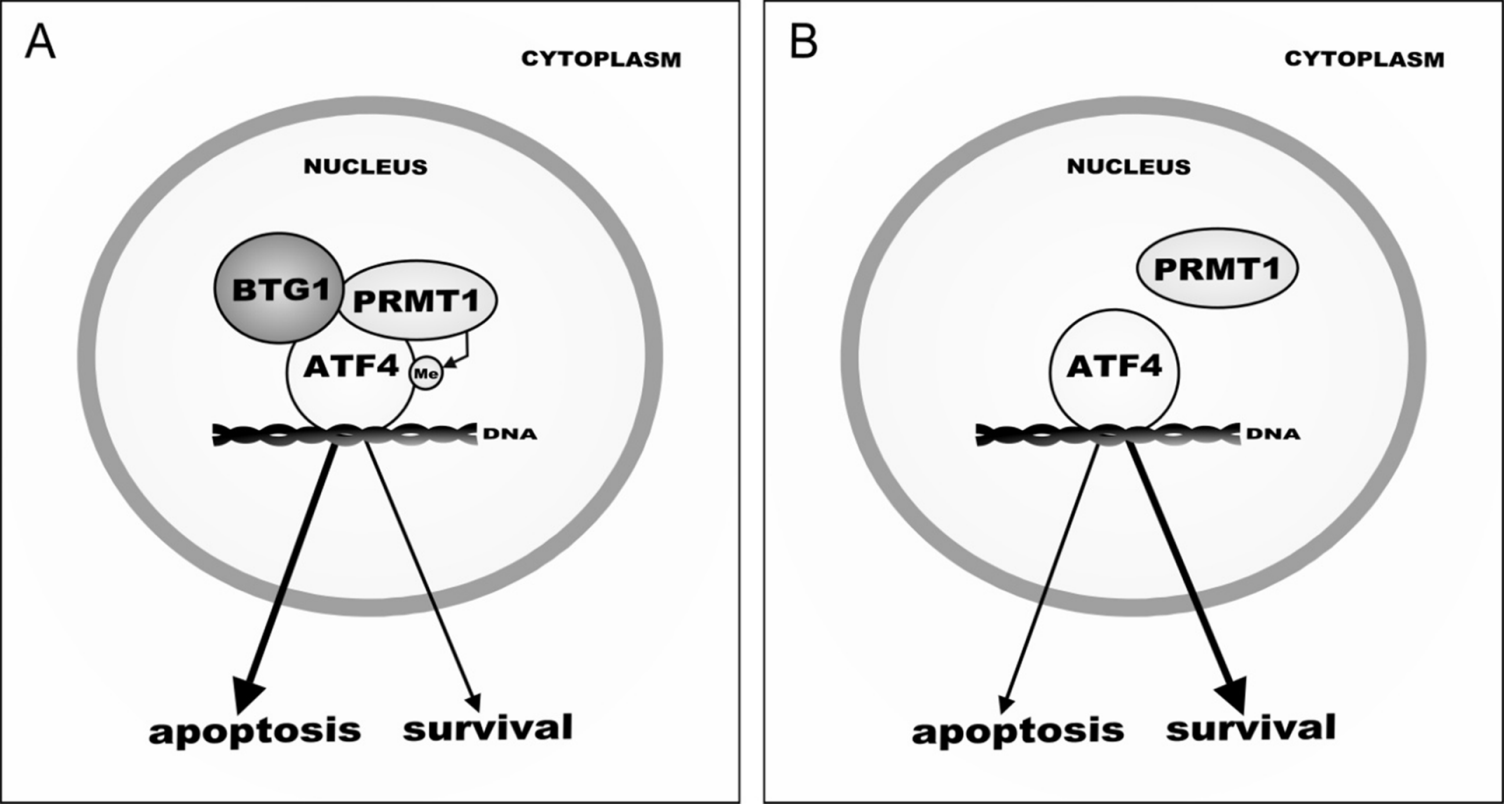
Model of BTG1-mediated ATF4 regulation during cellular stress (**A**) In response to sustained stress conditions, BTG1 recruits PRMT1 to methylate ATF4, - indicated by ‘Me’- which promotes transcription of a subset of ATF4 target genes, leading to increased apoptosis. (**B**) In the absence of BTG1, PRMT1 no longer binds to and methylates ATF4, shifting the balance from pro-apoptotic to pro-survival. As a consequence, loss of *BTG1* function promotes (tumor) cell survival.

## MATERIALS AND METHODS

### Cell culture

Generation of C57BL/6J *Btg1*^−/−^ and *Btg2*^−/−^ mice has been previously reported [20, 69]. Primary mouse embryonic fibroblasts (MEFs) were isolated by trypsinization of embryos dissected from day 13.5 of gestation, and their identities were verified by genotyping and quantitative real-time PCR (qPCR). SV40-immortalized WT and *Atf4*^−/−^ MEFs were described previously [70]. MEFs were cultured in DMEM containing Glutamax (Invitrogen) supplemented with 10% heat-inactivated fetal bovine serum (FBS; Greiner Bio-One), 1% penicillin/streptomycin (P/S; Invitrogen) and 55 μM b-mercaptoethanol (Gibco). The medium of immortalized MEFs was supplemented with 1% non-essential amino acid (Invitrogen). When indicated, glutamine-free DMEM (Invitrogen) supplemented with 10% dialyzed serum (Invitrogen), P/S and b-mercaptoethanol was used. Bone marrow (BM) cells were isolated from 8–12 week WT and *Btg1*^−/−^ mice using standard procedures, MACS-sorted using CD19 microbeads (Miltenyi Biotec) and co-cultured with OP9 stroma in Modified IMEM (Invitrogen) supplemented with 2% FBS, 1% P/S, b-mercaptoethanol, 0.3% w/v Primatone (Sigma) and 20 ng/ml IL7 (R&D Systems). The human B-ALL cell line (Nalm6) and the HEK293 cell line were purchased from ATCC and maintained in RPMI (Invitrogen) and DMEM, respectively, supplemented with 10% FBS and 1% P/S. Human peripheral blood mononuclear cells (PBMCs) were isolated from healthy donors using Ficoll-Paque PLUS (GE Healthcare Life Sciences) following manufacturer's protocol and maintained in RPMI supplemented with 10% FBS and 1% P/S.

### Plasmid construction and transient transfections

pCDNA3-ATF4 was generated by digesting pcDNA5/FRT/TO-ATF4-ORF [71] with *Eco*RI and the resulting ATF4 ORF was cloned into pCDNA3.1 using the EcoRI sites. FLAG-ATF4 was amplified from pCDNA3. 1-ATF4 and cloned into *Xho*I sites of pCDNA3.1. HA-BTG1 was amplified by PCR from pLZRS-HA-BTG1 [36] and cloned into pCDNA3.1 using the *Eco*RI and *Xho*I sites. Primers used for plasmid construction are listed in Supplementary Table S1. For transient transfection of HEK293, 5 × 10^6^ cells were seeded in a 10 cm dish and transfected with pCDNA3.1-FLAG-ATF4 and pCDNA3.1-HA-BTG1 using Polyethylenimine (PEI) (Brunschwig Chemie BV). For transient transfection of primary MEFs, 2 × 10^6^ cells were seeded in a 10 cm dish and transfected with pCDNA3.1-HA-BTG1 or empty vector using Viromer Red (Lipocalyx) according to manufacturer's instructions. MG132 proteasome inhibitor (Peptides International) was added 24 hours after transfection at a final concentration of 5 μM.

### Stress induction, cell viability and cellular toxicity assay

Human leukemia cell line and MEFs were treated with the following conditions: 2 μM thapsigargin (Sigma) for 24 h, 2 μg/ml tunicamycin (Sigma) for 24 h, glucose starvation (glucose-free DMEM (Invitrogen)) for 48 h, glutamine starvation (glutamine-free DMEM) for 24 h, and 2 U/ml Asparaginase (Takeda Nederland BV) for 48 h. CD19-positive B-cell progenitors from the bone marrow were treated with 0.5 U/ml Asparaginase for 48 h. As much as 5 × 10^3^ MEFs and 2 × 10^5^ bone marrow cells were seeded into a 96 well plate and cell viability was measured by CellTiter 96^®^ AQueous One Solution Cell Proliferation Assay (MTS) reagent (Promega) following manufacturer's protocol. For measurement of cellular toxicity, 2 × 10^4^ MEFs were incubated with indicated compounds in a 96 well plate and assayed with LDH Cytotoxicity Assay following manufacturer's instruction (Thermo Scientific).

### mRNA microarray and bioinformatics analysis

Total RNA was extracted from WT and *Btg1*^−/−^ MEFs using RNeasy Minikit (Qiagen) according to manufacturer's protocol. The quality control, RNA labeling, hybridization and data extraction were performed at ServiceXS B.V. (Leiden, The Netherlands). RNA concentration was measured using the Nanodrop ND-1000 spectrophotometer (Nanodrop Technologies). The RNA quality and integrity were determined using Lab-on-Chip analysis on the Agilent 2100 Bioanalyzer (Agilent Technologies, Inc.). Biotinylated cRNA was prepared using the Illumina TotalPrep RNA Amplification Kit (Ambion, Inc.) according to the manufacturer's specifications with an input of 200 ng total RNA. Per sample, 750 ng of the obtained biotinylated cRNA samples was hybridized onto the Illumina MouseRef-8 v2 (Illumina, Inc.). Gene expression data were normalized by the Robust Microarray Analysis (RMA) method using ArrayStar^®^ software (DNA STAR). To correct for background signals, we ruled out the genes with normalized expression below 3. Subsequently, the expression value of each gene after glutamine starvation was correlated to the expression level of the corresponding untreated sample, resulting in a fold change (FC) for each gene. We further defined a cut-off of ≥ |3| for the FC. The genes/mRNAs meeting these criteria from both WT and *Btg1*^−/−^ MEFs were analyzed using the Ingenuity Pathway Analysis software package (IPA, Ingenuity). For this study, we conducted IPA ‘transcription regulator’ analyses of the differentially expressed genes. In Table 1, the top five transcription regulators - i.e., the regulators with the lowest *P* values for enrichment of their targets within the differentially expressed genes and with a clear predicted activation state (Z-score ≥ |2|) - were shown. From this list, we generated a list of unique targets, i.e., genes that are differentially expressed in WT versus *Btg1*^−/−^ MEFs following glutamine starvation (Tables 2 and 3).

### Quantitative real-time PCR (qPCR)

RNA was isolated as described above. Subsequently, 1 ug of RNA was used for cDNA synthesis using iScript cDNA synthesis kit (Biorad) according to manufacturer's guidelines. cDNA was analyzed by qPCR using SYBR^®^ green (Applied Biosystems) on a CFX96™ Real Time PCR system (Biorad). Expression levels were normalized using the housekeeping gene HPRT (mouse genes) or TBP (human genes). Primer sequences used in qPCR experiments are listed in Supplementary Table S2.

### Co-immunoprecipitation (Co-IP)

MEFs were cultured in DMEM without glutamine or in the presence of 2 μg/ml tunicamycin for 24 hours to induce ATF4 expression. Cells were collected by trypsinization and lysed in RIPA buffer (150 mM NaCl, 1% NP40, 5 mM EDTA, 50 mM Tris, 0,5% deoxycholate, 0,1% SDS) supplemented with complete protease inhibitor cocktail mix (Roche). For Co-IP, lysates were incubated with antibody at 4°C overnight in a turning wheel. Subsequently, 25 μl of protein G Sepharose beads (GE healthcare) was added to the lysates and incubated at 4°C for 1 hour in a turning wheel. Protein-protein interactions were determined by immunoblot analysis.

### Immunoblot analysis

Cells were lysed in RIPA buffer supplemented with complete protease inhibitor cocktail mix. Equal amount of proteins were separated by SDS-PAGE and subsequently transferred to 0.45 μm PVDF membrane (Thermo Scientific). Antibodies used were CHOP (D46F1), ATF-4 (D4B8), PRMT1 (F339), PARP (#9542) from Cell Signaling Technology; CREB-2/ATF4 (C-20), ATF-3 (C-19), GAPDH (H-12), β-actin (AC-15) from Santa Cruz Biotechnology; HA tag (3F10) from Roche; FLAG tag (F3165) from Sigma; anti-rabbit and anti-mouse HRP from Dako; anti-rabbit IgG light chain HRP (ab99697) from Abcam. Protein expression was detected by ECL™ Western Blotting Prime Detection Reagent (GE Healthcare) and visualized using Fluorochem E (Westburg, Cell Biosciences) or autoradiography.

### Chromatin Immunoprecipitation (ChIP)

Immunoprecipitated DNA fragments for ChIP were prepared from primary WT and *Btg1*^−/−^ MEFs depleted for glutamine for 16 h, followed by crosslinking with 1% formaldehyde for 10 min and ChIP using anti-ATF4 (D4B8, Cell Signaling Technology) antibody. Immunoprecipitation without an antibody served as negative control. For each target gene, qPCR was performed using primers that recognize the ATF4 binding site (upstream) and a control region around 1.5 kb further (downstream). ChIP-qPCR primers are listed in Supplementary Table S3. Promoter occupancy was calculated by correcting the percentage recovery of each target gene with that of albumin.

### Generation of ATF4 methylation mutants and *in vitro* methylation assay

Deletions of the C-terminus region of ATF4 and nucleotide substitutions to convert arginine residues of ATF4 into lysine (Figure 3C) were introduced by overlap extension PCR using *Taq* polymerase (Invitrogen) following manufacturer's protocol. The primers used for overlap extension PCR are listed in Supplementary Table S1. WT and methylation mutants of ATF4 were cloned into *Eco*RI sites of pGEX1N (GE Healthcare Life Science). These GST-tagged proteins were produced in *E. coli* BL21 pLysS DE3 Rosetta2 (Millipore) and isolated using the B-PER GST spin purification kit (Pierce) according to manufacturer's instruction. As much as 1 μg of purified recombinant PRMT1 (ProSpec Bioscience) was incubated with 5 μg of purified GST-fusion ATF4 in the presence of radioactive methyl donor [3H-methyl] -S-Adenosyl Methionine (55–85Ci (2.03–3.15TBq)/mM; GE Healthcare Life Science) in a total of 30 μl of PBS for 2 h at 30°C. The reaction was stopped by addition of SDS-PAGE sample buffer and analyzed by SDS-PAGE, blotting and autoradiography.

### Retroviral transduction

Both WT and R239K ATF4 were cloned into the *Eco*RI sites of pBABE-puro [72]. Retroviruses containing WT and R239K ATF4 as well as empty vector (EV) were produced in Phoenix ecotropic cells using Lipofectamine 2000 (Invitrogen) according to manufacturer's guidelines. Immortalized *Atf4*^−/−^ MEFs were subsequently transduced with these three retroviruses and subjected to antibiotic selection with 1 ug/ml puromycin (Sigma).

### PRMT1 inhibition

PRMT1 methyl transferase activity was inhibited by adding AMI-1 (Santa Cruz Biotechnology, sc-205928) at a concentration of 50 uM for indicated times, in the absence of glutamine.

### Statistical analysis

Statistical data are expressed as mean ± SEM. Statistical differences were determined with 2-sided, paired or unpaired Student's *t* tests as indicated in the text; *p* values < 0.001 (***), < 0.01 (**) or < 0.05 (*) were considered statistically significant.

### Accession numbers

Illumina bead array expression data have been submitted to the NCBI Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/), accession code: GSE63642.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

How the deposited data were processed for this re-analysis (not part of the article)

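Gene expression was measured in WT and *Btg1*-/- MEFs, untreated and after 16 hours without glutamine, with 2 arrays in each of the 4 groups. The authors extracted the Illumina bead array data and normalized them with the RMA method in the ArrayStar software, and the submitters' processing notes name GenomeStudio 2011.1. The deposited log2 values stand in a table with 1 value per named row for each of the 8 arrays, and a second deposited table holds the group means and fold ratios of the authors. Bead counts, detection p-values and values of single probes were not used here, so a row is read as 1 gene and its background can be judged only by the level of 3 that the methods give. For 18109 row names held by both tables, the group means differed by at most 5e-06, and the deposited fold ratios were 2 to the power of the difference of log2 means. Rows found in only 1 of the tables numbered 29 and 23. The planned source was the second table, and because it holds group means only, the table of single arrays was used for every test.
Row names were read through a RefSeq gene table of the mouse assembly GRCm38.p6, which was used for names, order and places of genes only. Of 18132 rows, 14305 carried a current symbol, 2660 were named through a synonym, 245 carried an older name of a gene that another row holds, and 922 kept the name in the table. A listed gene was read by the row under its listed name or current symbol, and by the brighter row where more than 1 matched. Rows under other older names were not compared with it, and every row kept was tested and counted. Rows with a mean of 3 or more in at least 1 group were kept, 12691 in all.
A linear model of the 4 group means was fitted with limma 3.58.1 in R 4.3.3, with an intensity trend, 4 residual and 5.48 prior degrees of freedom. The tested differences were starved minus untreated in each genotype, *Btg1*-/- minus WT without and with starvation, and the difference between the genotypes in their response. P-values are two-sided and adjusted by the Benjamini-Hochberg method over the rows kept. The FC rule of the methods, at least 3 between group means, was applied without a test. Lists of genes of pathways and cell types, fixed in advance, were tested with camera at a preset correlation of 0.01, adjusted over 30 lists per comparison, with an estimated correlation and fry as alternatives. Where the study chose a list on these arrays, its counts describe the list and are not independent evidence.
Responsive genes were those with an adjusted p under 0.05 and an absolute log2 change of at least 1 for the average of the 2 genotypes' responses, a choice that favours neither genotype. Listed ATF4 targets were set against 10000 random lists of the same size, drawn for each member from the 50 genes of the same direction nearest in average response and mean expression. The number 50 was chosen while the calculation was written, after the data had been examined.
Named genes are those the paper names from the arrays, together with *Btg1*, *Btg2*, *Atf4* and *Prmt1*, up to 10 genes higher and 10 lower with the largest change per comparison, and up to 4 members of each list. The genes of largest change had to pass an adjusted p of 0.05 from limma, with the arrays of 1 group all above or all below those of the other. Members of a list that passed this level were taken first. Values in the paper's tables had been seen when this rule was written. Other genes are said to have been named after their values were seen. A gene whose mean is below 3 in 1 of 2 groups is given as a bound against that level.
The methods were tested on simulated data with known changes. In the comparison of starved with untreated WT cells, 8, 20, 40 and 50 of 50 changed genes were recovered at log2 sizes of 0.5, 1, 2 and 3, for the difference in response 2, 14, 22 and 44 of 50, and for untreated *Btg1*-/- minus untreated WT cells 5, 18, 43 and 50 of 50, over 12691 genes with 10, 6 and 11 false calls. When every simulated response in *Btg1*-/- cells was set to 0.75 of that in WT cells, the median signed difference of responsive genes was -0.37. Camera then called the listed ATF4 targets in 20 of 20 simulations, against 2 of 20 with equal responses.
The comparisons, the gene lists and the rule for named genes were set before the data were examined, as were these alternatives: the replicate number as a block, other filters, other scalings, no intensity trend, each comparison on its own arrays, a t-test per gene, which the paper names for its data in general and not for the arrays, other thresholds, other set tests and each array left out in turn. The comparison without WT replicate 2 and that without *Btg1*-/- replicate 1 were chosen after the data were examined. The upstream regulator analysis of the paper depends on the Ingenuity Knowledge Base, which was not used here, and qPCR, protein and ChIP measurements were not analysed here. Some results are not reported here. The number of arrays limits the precision of every value.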

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

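The tests of the smaller response in *Btg1*-/- cells, of the macrophage transcripts and of the chromosomes of genes that differ between the genotypes were chosen only after those results had been seen.
Camera, which compares each list with all other genes, called the difference in response between the genotypes for 8 gene lists reported here. Adjusted p was 6.42e-06 for the extracellular matrix, 1.45e-05 for contractile and TGF-β responsive genes, 0.00133 for ATF4 stress regulators, and 0.00538 for chemokines and cytokines that respond to NF-κB. It was 0.019 for autophagy, and 0.0427 each for ATF4 amino acid transporters, cholesterol synthesis, and ER chaperones and protein degradation. None of the 8 lists passed with an estimated correlation (adjusted p = 0.337 to 0.717). None passed by fry either, which tests a list against no difference (adjusted p = 0.575 to 0.705).
Of the lists called, those that rose had negative and those that fell positive differences. For all of them 1 pattern was therefore weighed, a smaller response in *Btg1*-/- cells over most responsive genes. The mitosis list, which fell in both genotypes, was not called, and its differences in response were split evenly between the signs. Over responsive genes with a mean of 7 or more the median signed difference was -0.38 (477 genes), which argues against values near the background as the source. Over the same 1126 genes it was -0.36 with *Btg1*-/- replicate 2 alone and -0.41 with WT replicate 1 alone, and with responsive genes chosen again without the other replicate -0.29 and -0.49, which argues against 1 replicate as the whole source. Outside the ATF4 lists it was -0.37 (1089 genes), which argues against a weaker response of the listed ATF4 targets alone. Genes outside the lists may include other ATF4 targets, so ATF4 as the source of the smaller response stays open. Whether the response was smaller in all genes alike stays open.
Direct comparisons of the genotypes over all genes are not among those the paper discusses. In untreated cells 84 genes differed and in starved cells 285 at an adjusted p under 0.05 from limma, and 0 and 0 did without the intensity trend. The untreated count was 2 and 1 without the first and the second untreated WT array, 4 and 497 without the first and the second untreated *Btg1*-/- array, and 47 to 52 without a starved array. The starved count was 12 and 114 without the first and the second starved WT array, 9 and 27 without the first and the second starved *Btg1*-/- array, 126 and 118 without the untreated WT arrays, and 436 and 428 without the untreated *Btg1*-/- arrays.
Of these genes, 31 were higher and 13 lower both with and without glutamine. Of 41 of them with a known place, *Btg1* left out, 1 lay on the chromosome of *Btg1*, *Tmpo*, of the nuclear envelope, 5.47 Mb away. Alleles of another strain elsewhere in the genome were not tested. The other 40 lie on other chromosomes and by place alone cannot carry alleles next to the targeted locus. This argues against such alleles, acting on the genes that carry them, as the source of those 40. Of the 20 measured genes nearest to *Btg1* other than *Lum* and *Dcn*, 0 differed in untreated cells and 1 in starved cells, *Ndufa12*, at -0.49 (adjusted p = 0.049 from limma), and *Tmpo* and *Ndufa12* were named after their values were seen. The untreated count of 0 meets the bound set in advance against such alleles, but in simulated data of that comparison 18 of 50 changes of 1 were recovered, a limit added after the count was seen, so alleles near *Btg1* stay open. Of 28 HOX genes, which mark body position, *Hoxd12* and *Hoxd13* left out, 13 differed in untreated cells when adjusted over those genes alone. Over all genes 4 of the 28 did in untreated and 4 in starved cells, which may reflect tissue of another body position. No test separates this from an effect of the loss of *Btg1* on these genes.
*Ifi202b*, an interferon-inducible gene known to differ between inbred strains, was higher by 4.56 in untreated *Btg1*-/- cells, at least 11.4-fold over the background level. *Hoxd13*, a HOX gene of the distal limb, was lower by -2.99, at least 3.91-fold. *C1qb*, a complement gene of macrophages, was higher by 2.97 in starved *Btg1*-/- cells (adjusted p = 0.0488 from limma). These 3 genes and cholesterol synthesis were picked after their values were seen, the last because 16 of its 20 measured genes fell in starved WT cells, a pathway that the paper does not discuss.
Of 9 macrophage markers 8 measured higher in untreated *Btg1*-/- cells, though none passed limma (adjusted p = 0.102 to 0.53), which may reflect macrophages among those cells. *Aif1* did so through *Btg1*-/- replicate 1 alone, at 5.61, with 2.28 in replicate 2 and 2.54 and 2.45 in untreated WT cells. *Fcer1g* was the exception, at 2.35 and 2.13 in *Btg1*-/- replicate 1 and 7.26 to 7.69 on the other arrays, which macrophages alone would not give. The median of replicate 1 minus replicate 2 was 1.75 over the markers, which argues against a change alike in both *Btg1*-/- replicates.
Genes that responded to starvation in both genotypes together numbered 3281. Among 35 splits of the 8 arrays into 4 and 4, only 1, the real one, gave as many, and the highest of the others gave 9.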

How the results depend on the processing

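The comparisons without a whole replicate were chosen only after the results had been seen. Every alternative that was run for them kept the direction of the smaller response in *Btg1*-/- cells and of the ATF4 lists. Among named genes under alternatives set in advance, 7939 values kept their side of the threshold, 710 no longer passed, 52 newly passed and 0 reversed. A change of sign counted as reversed only where the value passed the threshold in the main or the alternative setting. The genes of largest change were chosen past the threshold and with their groups of arrays fully apart, so leaving out 1 array could not reverse them. The count of 0 reversed is therefore not independent evidence that the results are stable. With the replicate number as a block, 424 genes differed between untreated and 572 between starved genotypes, and with a block within each genotype 3 responses differed. Arrays of the same replicate number correlated, after removal of group means, with r of 0.118 in WT and 0.243 in *Btg1*-/- cells. Across genotypes r was 0.0236 to 0.105. High *Eif2s3y* in WT replicate 2 and low *Fcer1g* in *Btg1*-/- replicate 1 were seen at both times, which arrays of 1 culture would give. No source says that these arrays are pairs. Without the intensity trend 942 genes responded in *Btg1*-/- cells and 0 and 0 differed between untreated and starved genotypes. On its own 4 arrays each, 1209 responded in *Btg1*-/- cells and 1 differed between untreated genotypes. A t-test per gene, unadjusted, gave 1121 untreated and 1395 starved genotype differences and 803 differences in response. Adjusted, it gave 1 in WT, 1 in *Btg1*-/- cells, 0 untreated and 1 starved. With an added FC of 2, counts were 1353 in WT, 718 in *Btg1*-/- cells, 37 untreated and 128 starved. With both replicate pairs past an FC of 3, 159 genes did so in *Btg1*-/- cells. The ATF4 lists gave p = 0.202 with an estimated correlation and 0.24 by fry. The smaller response had a median of -0.25 at an average response of 1.5-fold and -0.53 at 3-fold. Without WT replicate 2 at both times 1153 genes responded in WT and 1209 in *Btg1*-/- cells, 1 differed untreated and 47 starved, 828 passed an FC of 3 in WT, and the median was -0.49. Without *Btg1*-/- replicate 1 at both times 747 responded in *Btg1*-/- cells, 1 differed untreated and 45 starved, 444 passed an FC of 3 in *Btg1*-/- cells, and the median was -0.29. Leaving out 1 array at a time, the lone array being assumed to vary like the other groups, gave 1833 to 3284 in WT, 1006 to 1772 in *Btg1*-/- cells, 1 to 497 untreated, 9 to 436 starved and 0 differences in response. FC of 3 was passed by 547 to 667 in WT and 274 to 421 in *Btg1*-/- cells, ATF4 camera p was 1.05e-11 to 0.0444, the median -0.45 to -0.28 and the percentile 6.58 to 99.58. The group-mean table could serve only for counts past an FC of 3. Apart from fewer arrays or genes, the cause of these changes was not tested. Genes near the background level of 3 limit small values.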

Differences from the paper's values

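The test of genes outside the ATF4 lists was chosen only after the smaller response had been seen. Of 24 fold changes in Table 2, 22 lay within 0.1% of the values computed here and 0 differed by more than the spread between replicates and 1.5 times. The remaining 2 belong to *Ndrg1*, where the row under the current name gives 6.59 in WT and 4.45 in *Btg1*-/- cells and the row under the older name NDRL gives 7.59 and 5.56, the values that Table 2 prints.
The paper states that 7 ATF4 targets were selectively lower in *Btg1*-/- cells. Of these 7, 7 had a smaller response and 6 a lower level after starvation on the arrays, with *Fgf21* higher by 0.14, and none passed an adjusted p of 0.05 over all genes. Their differences in response were -0.54 to -1.32. The study chose these 7 on these arrays, and it reports a weaker induction of most of them by qPCR, which was not analysed here. Responsive genes outside the ATF4 lists had a median signed difference of -0.37, so a smaller response was not confined to the listed ATF4 targets. Over all genes with an average response of at least 3-fold the median was -0.53, so sets of unlike response cannot be compared in size. *Dlgap5*, listed for KDM5B in *Btg1*-/- cells, had an FC of 3.00, just under the level of the methods.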

Other observations

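The genes and lists in this part were described without a test of an explanation chosen after the result had been seen. After starvation, genes of the extracellular matrix were higher in *Btg1*-/- than in WT cells, 10 of 26 by limma (15 adjusted over the list alone), with a median difference of 0.55. *Col1a1*, a fibrillar collagen, was higher by 0.89 (standard error 0.14), *Thbs1*, a matrix glycoprotein that activates TGF-β, by 1.14 (standard error 0.15), and *Prelp*, a matrix proteoglycan, by 3.01 (standard error 0.45). Of 13 contractile and TGF-β responsive genes 4 were higher (8 adjusted over the list alone). *Mcm7*, of the replicative helicase, was lower by -1.35 (standard error 0.21), with 3 of 30 genes of mitosis (22 adjusted over the list alone). Camera gave adjusted p = 3.06e-13 for the matrix and 6.81e-08 for the contractile list, and adjusted p = 0.253 for both with an estimated correlation. Without starvation, 26 of 30 genes of mitosis were lower in *Btg1*-/- cells adjusted over the list alone, and 1 over all genes, with adjusted p = 0.452 with an estimated correlation.
Larger differences between untreated genotypes were those of *Gdf10*, a TGF-β family ligand, at 2.58 (standard error 0.32), *Ccdc3*, a secreted protein, at 2.43 (0.25), *Msx1*, a homeobox gene, at -3.18 (0.42) and *Angptl7*, a secreted protein, at -3.71 (0.46), or at least 6.44-fold. All 84 and 285 of these calls depend on the intensity trend, without which limma made 0.
*Atf4* itself rose by 0.90 in WT and by 0.80 in *Btg1*-/- cells (standard error 0.12 each), a difference of -0.10 (standard error 0.16). *Btg1* rose with starvation by 1.20 in WT and by 1.16 in *Btg1*-/- cells on its probe. *Prmt1*, the arginine methyltransferase partner of BTG1, measured 13.30 ± 0.11 (SD, n = 2) in untreated WT cells and fell by 0.39 with starvation (adjusted p = 0.0165 from limma), against -0.27 in *Btg1*-/- cells (adjusted p = 0.0998 from limma). *Btg2*, the closest relative of *Btg1*, measured 1.88 to 2.82, below the level of 3 on all 8 arrays. *Xist*, expressed in female cells, measured 2.87 and 3.48 in WT replicate 2 and 6.91 to 7.98 on the other 6 arrays.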
